# Transcriptional and Metabolomic Analyses Indicate that Cell Wall Properties are Associated with Drought Tolerance in *Brachypodium distachyon*

**DOI:** 10.3390/ijms20071758

**Published:** 2019-04-10

**Authors:** Ingo Lenk, Lorraine H.C. Fisher, Martin Vickers, Aderemi Akinyemi, Thomas Didion, Martin Swain, Christian Sig Jensen, Luis A.J. Mur, Maurice Bosch

**Keywords:** *Brachypodium distachyon*, cell wall, drought, FIE-MS, mass spectroscopy, metabolite profiling, RNA-seq, transcriptome profiling

## Abstract

*Brachypodium distachyon* is an established model for drought tolerance. We previously identified accessions exhibiting high tolerance, susceptibility and intermediate tolerance to drought; respectively, ABR8, KOZ1 and ABR4. Transcriptomics and metabolomic approaches were used to define tolerance mechanisms. Transcriptional analyses suggested relatively few drought responsive genes in ABR8 compared to KOZ1. Linking these to gene ontology (GO) terms indicated enrichment for “regulated stress response”, “plant cell wall” and “oxidative stress” associated genes. Further, tolerance correlated with pre-existing differences in cell wall-associated gene expression including glycoside hydrolases, pectin methylesterases, expansins and a pectin acetylesterase. Metabolomic assessments of the same samples also indicated few significant changes in ABR8 with drought. Instead, pre-existing differences in the cell wall-associated metabolites correlated with drought tolerance. Although other features, e.g., jasmonate signaling were suggested in our study, cell wall-focused events appeared to be predominant. Our data suggests two different modes through which the cell wall could confer drought tolerance: (i) An active response mode linked to stress induced changes in cell wall features, and (ii) an intrinsic mode where innate differences in cell wall composition and architecture are important. Both modes seem to contribute to ABR8 drought tolerance. Identification of the exact mechanisms through which the cell wall confers drought tolerance will be important in order to inform development of drought tolerant crops.

## 1. Introduction

The world population is projected to reach 8.6 billion in 2030 and 9.8 billion in 2050 [1,2], which will increase global agricultural crop demand in 2050 by between 60–110% when compared to 2005/2007 levels [3,4]. This increased agricultural production will put strains on associated rising water demands which currently already accounts for ~70% of the world’s extracted fresh water [5]. Future vulnerabilities in fresh water supply are likely to be further aggravated by climate variability with droughts becoming more extensive [6,7]. As a consequence, the development of drought tolerant crops has become one of the global research priorities.

Drought triggers alterations in plant development, metabolism, and gene expression that affect crop yield. In response, plants can use multiple strategies to counter drought via morphological and physiological changes, acting through diverse signaling cascades that can lead to osmotic adjustment [8]. Key features include the involvement of abscisic acid (ABA) and differential gene expression linked to late embryogenesis abundant (LEA) proteins, chaperones and enzymes linked to reactive oxygen scavenging and ion homeostasis, reviewed in [9]. Key transcription factors regulating drought-responsive genes include MYB, MYC, DREB/CBF, ABF/AREB, NAC, and WRKY transcription factors [10,11,12]. Recent studies have revealed some of the crosstalk mechanisms between drought induced signaling networks. For instance, the drought induced transcription factor RD26 (responsive to desiccation 26) was shown to mediate crosstalk between drought and brassinosteroid (BR) signaling [13] while molecular components that integrate the ABA and cytokinin signaling pathways in response to drought stress were also identified [14]. Other recent advances include the identification of a network that triggers a metabolic flux conversion from glycolysis into acetate synthesis to stimulate the jasmonate (JA) signaling pathway to confer drought tolerance [15] and the overexpression of BRL3, a vascular enriched member of the BR receptor family, can confer drought tolerance without penalizing growth [16].

Although many such genes and signaling pathways involved in drought responses and tolerance have been identified in model plants and crops, the biochemical and molecular basis of drought perception and stress adaptation remains largely unclear [17]. Further, domestication has reduced the genetic diversity at certain loci in modern crops, limiting to some extent their potential for developing novel varieties with improved traits [18]. Therefore, mining the genetic and phenotypic diversity present in landraces and wild relatives can provide insights that could accelerate the development of new crop varieties with enhanced drought tolerance [18].

The annual grass *Brachypodium distachyon* (Brachypodium) contains many of the desirable properties (e.g., small genome, short life cycle, and easy cultivation and transformation) required for a model system for the monocotyledon grasses [19]. In addition, a considerable number of genetic and genomic resources have been developed [20,21], including the genome sequences of a large number of accessions [22,23]. Such have positioned Brachypodium as a useful model species to accelerate trait improvement in cereals, forages and biomass crops [24,25,26].

Brachypodium occurs naturally in the circum-Mediterranean region, and grows in a range of geographies and ecological niches, ranging from very dry to moderately moist habitats [21,27]. Thus, Brachypodium is an attractive system for the study of natural variation, with a large collection of inbred lines from geographically diverse locations available [21,28,29]. Accessions from this collection have been included in a number of studies aimed at assessing the natural variation in the response of Brachypodium to drought stress [30,31,32]. However, most of the molecular analyses to identify the genetic components involved in drought stress have focused on a single Brachypodium inbred line, Bd21 [33,34,35]. However, surprisingly few genes have been functionally studied for their involvement in regulating drought tolerance in Brachypodium. The enhanced drought tolerance by the down-regulation of *BdBRI1*, encoding for a putative BR receptor, represent one of the few examples, although the derived plants were also dwarfed [36]. Most drought related functional studies of Brachypodium genes have been carried out by overexpression studies in Arabidopsis, e.g., *BdPP2CA6*, a type 2C phosphatase [37] or *Nicotiana tabacum,* e.g., for *BdGF14d*, a member of the 14-3-3 gene family [38], *BdCIPK31*, a calcineurin B-like protein-interacting protein kinase [39], *BdWRKY36*, a WRKY transcription factor [40], and *BdASR1*, encoding an abscisic acid-, stress-, and ripening-induced (ASR) protein [41].

We previously reported on the detailed phenotyping and metabolite profiling of ten Brachypodium lines exposed to drought stress, selected from a drought screen of an expanded germplasm collection of 138 Brachypodium diploid inbred lines [31]. For this study, we selected one genotype for each of the three previously defined drought categories, ABR8 classified as tolerant, ABR4, intermediate, and KOZ1, susceptible. These three Brachypodium genotypes were exposed to drought stress and leaf tissue samples, harvested at different time-points, were used for genome-wide transcriptome profiling and metabolomics to explore differences in drought-tolerance mechanisms. We describe transcriptomic changes linked to tolerance to drought which could be associated with gene ontology (GO) terms associated with the cell wall. Further, pre-existing patterns of gene expression linked to cell wall GOs appeared to be important for tolerance. Metabolomic profiling indicated few biochemical changes in response to drought. However, metabolites which could be linked to the cell wall were likely to be a source of tolerance. We anticipate that targeting of cell wall-related genes that are associated with stress tolerance could be exploited to develop grass crops that are more tolerant to drought.

## 2. Results and Discussion

### 2.1. Selection of Lines for Transcript Profiling

A diverse collection of 138 different Brachypodium genotypes was previously screened for differences in drought tolerance which was followed by phenomic analysis and metabolite profiling of ten selected genotypes [31]. The different sensitivities of Brachypodium genotypes to water deficit provided an opportunity to gain a deeper understanding of the molecular and metabolic adjustments underpinning such differences. We selected three genotypes (ABR8, ABR4, and KOZ1) from this previous study which exhibited different degrees of susceptibility to water-withdrawal. ABR8, collected from a hillside (322 m altitude) in Siena, Italy, consistently ranked as the most tolerant genotype. KOZ1, collected from the highlands (771 m altitude) in Kozlum, Turkey, represented one of the lines most susceptible to drought stress. ABR4, from the highlands (1043 m altitude) in the Huesca region, Spain, showed an intermediate response to drought stress [31]. These three genotypes were exposed to progressive drought and leaf tissue was collected at the start (T0, control (C)), and after four (T1, C and treatment (D)) and eight (T2, C and D) days of the watering treatments. These time-points reflect our aim to identify changes that occurred relatively early during the exposure to drought stress and therefore define some key insights into tolerance mechanisms rather than loss in viability caused by water withdrawal.

### 2.2. Mapping and Differential Gene Expression Analyses

RNA-seq was used to examine global transcriptional changes in the three Brachypodium genotypes subjected to drought stress. 

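Leaf tissue of the inbred lines ABR4, ABR8 and KOZ1 was sequenced in 15 groups, with 3 libraries in each group and 45 libraries in all. For each genotype the groups were the T0 control, the control and drought groups at T1, 4 days later, and the control and drought groups at T2, 8 days after T0. Water was withheld from 32 days after germination. The treatment recorded with the samples differs from the paper for 15 of them. For the 12 ABR8 samples of T1 and T2 the record has the plants named as controls without water and the plants named as treated with water, and it has the 3 KOZ1 T0 plants without water. The sample names, Table S1 and the paper's text give these samples the other treatment, and the paper's assignment was used for all values.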

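RNA-seq estimates how strongly each gene is transcribed from the number of sequenced fragments that map to it. The authors trimmed the reads, mapped them to the v3.0 assembly of the Brachypodium genome with the v3.1 annotation, and estimated FPKM with Cuffdiff, which pools the libraries of a group. The deposited table holds FPKM values with 95% confidence limits for 33852 loci, of which 1015 carry no BRADI identifier and 1616 carry several. Table S1 lists between 9791307 and 10992476 mapped read pairs per library, with a median of 10520116 in ABR4, 10212145 in ABR8 and 10742356 in KOZ1. Values of single libraries were not analysed here, so that no spread between plants is given and the authors' limits stand for the error of each FPKM value. The median standard error of a locus, taken from the upper limit, was between 0.223 and 0.232 of its FPKM value in all groups.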

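Drought was compared with the control at each time point within each genotype by a z-test on the natural logarithm of FPKM. Loci at 0 in 1 of the 2 groups were tested on the difference in FPKM. The p-values were adjusted by the Benjamini-Hochberg method, which the paper's methods name, and the adjustment was made here within each comparison. The paper's results give a p-value of at most 0.05 for its DEGs and do not name an adjustment there. A locus was called a DEG at an adjusted p of at most 0.05 and a change of at least 2-fold. Between 25772 and 27059 loci were tested per comparison. The numbers of DEGs depended on the adjustment and on the test, while the largest shift of a group by scaling to a common median FPKM was 0.04 on the log2 scale.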

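Table S1 gives the read pairs of each library before and after mapping. Across the 45 libraries the mapped share was between 90.2% and 95.3%, with a mean of 93.2%. The median over the 15 libraries of a genotype was 93.7% in ABR4, 91.1% in ABR8 and 94.9% in KOZ1. Outside the T1 drought groups, the 12 libraries of ABR4 were between 93.5% and 94.1% and the 12 of ABR8 between 90.2% and 91.6%. Replicate 2 of ABR4 T1 drought was at 91.1% and replicate 2 of ABR8 T1 drought at 93.9%, each inside the range of the other genotype. The lowest KOZ1 library was T0 replicate 2, at 93.2%.

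**Figure D1:**
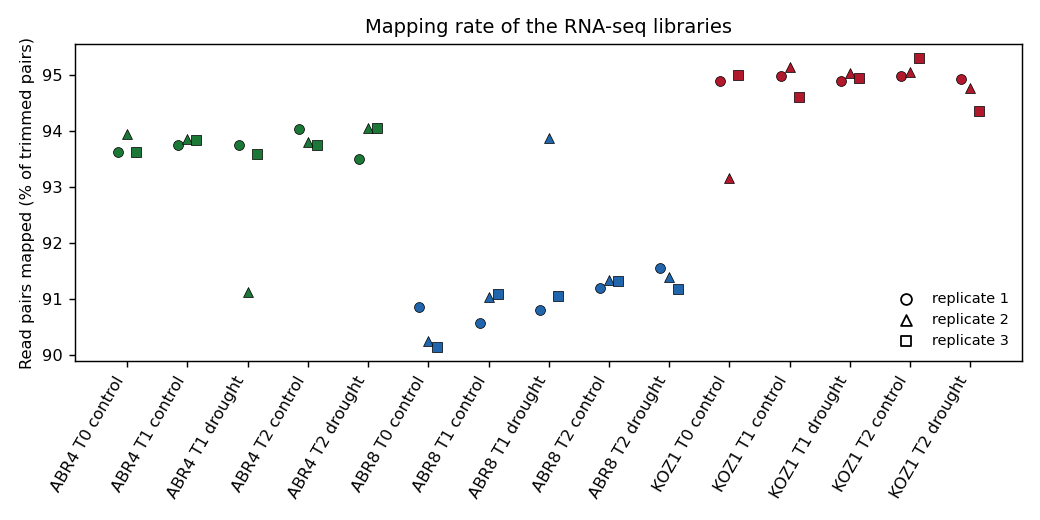
Share of read pairs mapped to the reference (y axis, percent) for each of the 45 libraries, by group (x axis), with a marker shape for each replicate number. The ABR8 libraries lie below those of ABR4 and KOZ1, except replicate 2 of ABR8 T1 drought at 93.9%, and replicate 2 of ABR4 T1 drought lies at 91.1%, below the other ABR4 libraries.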

For each of the experimental variables (genotype, time-point, and treatment), more than 90% of the reads could be mapped back to the Brachypodium reference sequence (Table S1).

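In the 6 comparisons of drought with the control, 2333 loci were called a DEG at least once. Without the adjustment of the p-values this number was 4379, and with a change of at least 4-fold in place of 2-fold it was 1167. Of the 2333 loci, 51 had no BRADI identifier and 177 had several.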

A total of 4723 transcripts exhibited significant differential expression across the three genotypes when drought treatments were compared against controls for each of the two time-points (≥ two-fold change with *p*-value ≤ 0.05). Leaf samples from drought tolerant ABR8 showed the least number of differentially expressed genes (DEGs), (486), followed by ABR4, (709). 

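At the adjusted p, 20 loci were DEGs in ABR8 and 76 in ABR4. At the unadjusted p, which moved these numbers most, 412 loci were called in ABR8 and 650 in ABR4. ABR8 had fewer DEGs than ABR4 in both settings.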

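In KOZ1, 2277 loci were DEGs, and 2192 of them were DEGs at T2, which is 96.3% with a Wilson 95% interval of 95.4 to 97.0%. The share was lowest, at 90.8%, when loci were called by 95% confidence limits that did not overlap. The summed FPKM of all loci was 750890 in the KOZ1 T2 control and 479128 in the KOZ1 T2 drought group. With FPKM scaled to the same sum in each group, an alternative chosen after the data were seen, 4134 loci were DEGs in KOZ1, 4062 of them at T2.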

KOZ1 exhibited a much higher number of DEGs, 4225 total, most of them (90%) at T2 (3789) (Figure 1 and Figure S1). For both ABR8 and ABR4, the number of up-regulated DEGs decreased at T2 when compared to T1 whilst there was a corresponding increase in the number of down-regulated DEGs from T1 to T2. 

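In ABR8, 10 loci were up-regulated at T1 and 4 at T2, and 0 loci were down-regulated at T1 against 6 at T2. Without the adjustment of the p-values, 11 loci were down-regulated in ABR8 at T1 and 73 at T2. ABR4 had 53 up-regulated loci at T1 and 10 at T2, and 9 down-regulated loci at T1 and 8 at T2. The direction of the last change turned with the p-value, since 88 loci were down-regulated in ABR4 at T1 and 142 at T2 at the unadjusted p. Of the 53 loci up-regulated in ABR4 at T1, 27 were listed at 0 in the control, and 51 were at least 2-fold higher in the ABR8 T1 control than in the ABR4 T1 control. All 10 loci up-regulated in ABR8 at T1 were at least 2-fold higher in the ABR4 T1 control than in the ABR8 T1 control.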

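Among called genes with FPKM of at least 1 in both groups, the largest rise in ABR4 at T1 was that of Bradi5g17140, on chromosome 5 from 20519149 to 20521361, from 5.71 to 50.4 FPKM, a log2 change of 3.14. Its FPKM was 127 in the ABR8 T1 control. Bradi2g60970, on chromosome 2 from 57986640 to 57990310, had the largest fall in ABR4 at T1, from 36.6 to 1.52 FPKM, and in ABR8 at T2, from 64.6 to 5.42 FPKM. In ABR8 its FPKM was 13.3 in the T0 control and 9.57 in the T1 control. At T2 in ABR4, Bradi3g00910 (chromosome 3, 504767 to 511126) rose most, from 1.51 to 26.8 FPKM, and Bradi5g04630 (chromosome 5, 5852396 to 5853456) fell most, from 27.7 to 1.27 FPKM. The largest rise in ABR8 at T2 was that of Bradi1g28410 (chromosome 1, 23673592 to 23675810), from 5.86 to 35.8 FPKM, while its FPKM was 51.0 in the ABR8 T0 control and 24.4 in the ABR8 T1 control.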

For KOZ1, the number of DEGs upregulated at T1 was similar to those for ABR8 and ABR4 but there was a substantial number of DEGs that were up- and down-regulated at T2 (Figure 1 and Figure S1). 

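KOZ1 had 41 up-regulated and 80 down-regulated loci at T1, and 991 up-regulated and 1201 down-regulated loci at T2. The numbers at T2 were 3517 and 545 with FPKM scaled to the same sum, which moved the median log2 change in KOZ1 at T2 from 0.059 to 0.71. At the unadjusted p, 263 loci were up-regulated in KOZ1 at T1, 352 in ABR4 and 241 in ABR8. Bradi5g04630 had the largest rise in KOZ1 at T1, from 2.55 to 85.2 FPKM, and Bradi1g13060 (chromosome 1, 9881772 to 9882744) the largest fall, from 95.5 to 1.00 FPKM. In the KOZ1 T0 control, Bradi5g04630 was at 165 FPKM and Bradi1g13060 at 1.40 FPKM. At T2, Bradi1g20670 (chromosome 1, 16535007 to 16537000) rose most, from 1.00 to 88.2 FPKM, and Bradi3g37680 (chromosome 3, 39949425 to 39952893) fell most, from 135 to 2.17 FPKM.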

The latter most likely reflected the impact of stress following water withdrawal. 

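On chromosomes 1 to 5 of the v3.0 assembly, KOZ1 had 685, 497, 546, 337 and 212 DEGs. These were 7.96%, 7.55%, 8.32%, 6.88% and 7.46% of the loci tested on each chromosome. ABR4 had 28, 18, 14, 9 and 7 DEGs on chromosomes 1 to 5, and ABR8 had 6, 7, 3, 2 and 2.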

The DEGs were distributed across all five Brachypodium chromosomes (Figure 2). 

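By the authors' limits, the precision of the FPKM values was similar between the genotypes. Over loci with FPKM of at least 1, the median standard error was 0.223 of the FPKM value in the ABR8 T2 control and 0.224 in ABR8 T2 drought. It was 0.225 and 0.224 in the same KOZ1 groups. The limits carry the authors' model of the spread between libraries, so that they cannot show whether the plants of a genotype varied more. The number of loci tested at T2 was 26189 in ABR8, 25772 in ABR4 and 26286 in KOZ1. In simulated values with the standard errors of the ABR4 T1 control, 116 of 200 genes changed 4-fold were called in the right direction.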

The low number of DEGs for ABR8 when exposed to the experimental drought treatment suggests that this genotype possessed innate molecular and physiological mechanisms to tolerate water stress without the requirement for an extensive reprogramming via changes in gene expression.

Upon assigning BRADI gene identifiers to DEGs it became apparent that few genes upregulated at T1 were common to ABR4, ABR8 and KOZ1 (Table S2). In contrast, 31% of ABR4 DEGs downregulated at T1 were also downregulated for KOZ1 at T1 while 26% were also downregulated for KOZ1 at T2. 

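No locus was up-regulated at T1 in all 3 genotypes, at the adjusted or the unadjusted p. Of the 53 loci up-regulated in ABR4 at T1, 1 was up-regulated in KOZ1 at T1 (1.89%, Wilson 95% interval 0.334 to 9.94%) and 0 in ABR8. None of the 10 loci up-regulated in ABR8 at T1 was up-regulated in KOZ1 at T1, with an upper limit of 27.8%. Without the adjustment, ABR4 shared 1 of 352 loci with ABR8 and 5 of 352 with KOZ1. Of the 53 loci of ABR4 and the 10 of ABR8, 51 and 10 were at least 2-fold higher in the other genotype's T1 control. An exchange of 1 library between these drought groups, a hypothesis taken up in the closing part, would raise a locus only in the genotype with the lower level. An overlap near 0 between ABR4 and ABR8, or in all 3 genotypes, therefore decides nothing about a shared response.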

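Of the 9 loci down-regulated in ABR4 at T1, 6 were also down-regulated in KOZ1 at T1 (66.7%, Wilson 95% interval 35.4 to 87.9%), where 0.282% were expected by chance. With KOZ1 at T2 the overlap was 4 of 9 loci (44.4%, 18.9 to 73.3%), against 4.29% expected. The first overlap moved most with the p-value and was 31.8% (28 of 88 loci) without the adjustment.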

For ABR8, 29% and 42% of the DEGs that were downregulated and upregulated, respectively, at T2 were already down- or upregulated in KOZ1 at T1. This could indicate that part of the drought response is delayed in ABR8 compared to the response in KOZ1. In contrast, a significant proportion of transcripts up- (75%) or down-regulated (49%) at T2 for ABR4 showed a similar pattern for KOZ1 at this time point (Table S2). These data suggest some similarities in the molecular response to drought stress between ABR4 and KOZ1 while the response of ABR8 appeared to be more distinct. This was also suggested by the fact that 31% of DEGs upregulated for ABR8 at T2 were downregulated for ABR4 at T2 when exposed to drought.

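Of the 6 loci down-regulated in ABR8 at T2, 5 were down-regulated in KOZ1 at T1 (83.3%, Wilson 95% interval 43.6 to 97.0%), where 0.319% were expected by chance. Of the 4 loci up-regulated in ABR8 at T2, 0 were up-regulated in KOZ1 at T1, with an upper limit of 49.0%. At the unadjusted p the overlaps were 18 of 73 down-regulated loci (24.7%, 16.2 to 35.6%) and 37 of 97 up-regulated loci (38.1%, 29.1 to 48.1%), against 1.12% and 1.05% expected.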

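Of the 10 loci up-regulated in ABR4 at T2, 8 were up-regulated in KOZ1 at T2 (80%, Wilson 95% interval 49.0 to 94.3%), where 4.02% were expected by chance. Of the 8 down-regulated loci, 5 were down-regulated in KOZ1 (62.5%, 30.6 to 86.3%), against 4.87% expected. With the larger numbers at the unadjusted p, the overlaps were 79 of 103 (76.7%) and 76 of 142 (53.5%).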

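Among the 4 loci up-regulated in ABR8 at T2, 1 was down-regulated in ABR4 at T2 (25%, Wilson 95% interval 4.56 to 69.9%), where 0.0331% were expected by chance. At the unadjusted p it was 33 of 97 loci (34.0%, 25.4 to 43.9%), against 0.578% expected.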

### 2.3. Cluster Analyses and GO-Enrichment for Individual Genotypes

In evaluating the response to water deficit for each of the individual genotypes, genes showing > 2 fold differential expression were visualized by hierarchical cluster analyses (HCA) (Figure 3). Both for ABR4 and ABR8 the largest cluster is formed by genes highly induced by drought stress at T1 (cluster B, 273 genes, and cluster H, 210 genes, respectively). 

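The Genesis clusters were not repeated, and each DEG was assigned to the group of its genotype with the highest FPKM value. T1 drought was the highest group for 54 of the 76 DEGs of ABR4 (71.1%) and for 10 of the 20 DEGs of ABR8 (50%). When loci were called by confidence limits that did not overlap, it was the highest group for 258 loci in ABR4 and 190 in ABR8. At the unadjusted p it was the highest group for 346 loci in ABR4 and 240 in ABR8. Of the 241 loci up-regulated in ABR8 at T1 at the unadjusted p, 112 were listed at 0 in the control and 240 were at least 2-fold higher in the ABR4 T1 control than in the ABR8 T1 control.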

While there is also a cluster of genes upregulated for ABR4 at T2 upon drought stress (cluster F, 129 genes), there are remarkably few genes at T2 that show such pattern for the drought tolerant ABR8 genotype (ABR8 cluster A and B, 43 genes total). Instead, the FPKM (fragments per kilobase of transcript per million mapped reads) value for a large number of genes was either lower (cluster A-D, 174 genes total) or higher (cluster F, 63 genes) for T2 control samples compared with other ABR8 samples. 

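T2 drought was the highest group for 9 of the 76 DEGs of ABR4 and for 1 of the 20 DEGs of ABR8. The numbers were 109 in ABR4 and 24 in ABR8 at the unadjusted p, and 53 and 12 with confidence limits that did not overlap.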

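The T2 control was the ABR8 group with the highest FPKM value for 6 of the 20 DEGs and with the lowest for 5. The ABR8 T2 control was highest for 62 loci and lowest for 129 at the unadjusted p. With confidence limits that did not overlap, the numbers were 23 and 55. Over 164 loci called in ABR8 at T2 at the unadjusted p, the T2 control lay farther than T2 drought from the mean of the T0 and T1 controls for 86.0%.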

The cluster analysis for KOZ1 is dominated by genes that show either increased (cluster D, 1551 genes) or reduced (cluster E-G, I, 1875 genes) FPKM values at T2 (Figure S2), in agreement with the Venn diagram (Figure 1).

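In KOZ1, T2 drought was the highest group for 962 DEGs (42.2% of 2277) and the lowest for 1181 (51.9%). Of the loci called in KOZ1 at the unadjusted p, 1542 were highest and 1816 lowest at T2 drought. With confidence limits that did not overlap, 1096 were highest and 1315 lowest at T2 drought. With FPKM scaled to the same sum, it was the highest group for 3418 of 4134 DEGs and the lowest for 532.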

Given the relative magnitude of the transcription response in KOZ1 our enrichment analyses initially focused on that genotype. This indicated 58 different GO terms associated with biological processes significantly enriched for KOZ1 at T1 (Figure S3). Prominent terms included “oxidative stress”, aligning with the known effects of drought stress [43]. Another major GO group was linked to amino-sugar metabolism. Higher glucosamine levels during drought have been linked to increased reactive oxygen species (ROS) production in plants. Indeed, lowering glucosamine content through transgene expression of glucosamine-6-phosphate deaminase (NagB) increased drought tolerance [44]. Many different GO terms (43 in total) were enriched for KOZ1 at T2 while eleven GO terms showed significant depletion (Figure S4), including those associated with “DNA metabolic process” and “RNA processing”. This suggests that DNA replication and repair mechanisms were compromised in this drought sensitive genotype after 8 days of withholding water.

As ABR8 is drought tolerant [31], we were particularly interested in the enriched GO terms for this genotype. 

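Table S3 lists 7 genes for ABR8 at T1. Under drought, 6 of them were at least 2-fold higher and 1 was at least 2-fold lower than the T1 control, with a median log2 change of 2.05. None of the 7 genes passed the adjusted p, over all loci tested or over the 7 genes alone, and 5 passed the unadjusted p. The median log2 change of the same genes at T1 was -0.35 in ABR4 and -0.11 in KOZ1. Bradi2g45810 (LOC100846814), a dehydratase on chromosome 2 from 46010474 to 46016888, rose from 0.762 FPKM (the authors' 95% limits 0 to 1.77) to 4.31 FPKM (1.13 to 7.49) in ABR8. It was at 8.32 FPKM in the ABR4 T1 control. A computed mix of 2 parts of the ABR8 and 1 part of the ABR4 T1 control rose at least 2-fold for 5 of the 6 genes that rose. After the ABR4 share was taken out, 2 of these 5 were still at least 2-fold higher, without an error computed. For these 5 genes, drought cannot be told apart from an exchanged ABR4 library, a hypothesis taken up in the closing part.

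**Figure D2:**
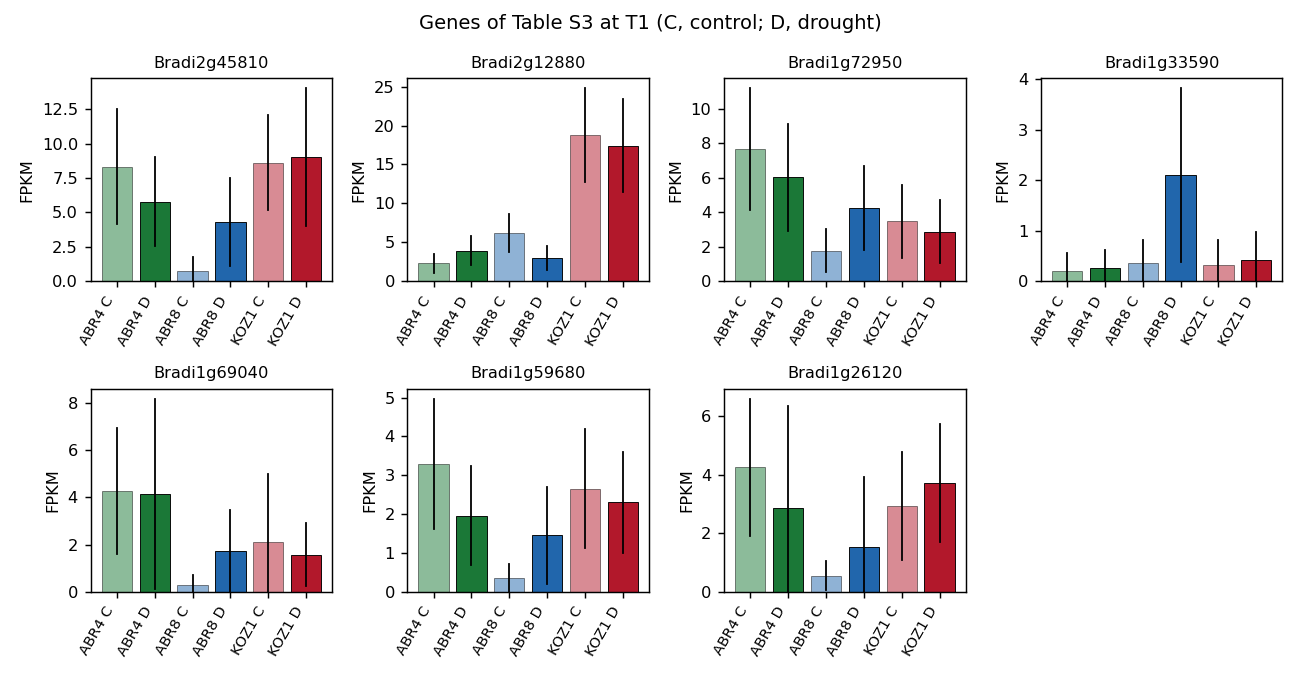
FPKM values (y axis, with a separate scale for each of the 7 genes of Table S3) of the T1 control and T1 drought groups of ABR4, ABR8 and KOZ1 (x axis). Bars are the authors' values pooled over 3 libraries and lines their 95% confidence limits. In ABR8, 6 genes are higher under drought and Bradi2g12880 is lower. A mix of 2 parts of the ABR8 and 1 part of the ABR4 T1 control also gives a rise of at least 2-fold for 5 of the 6.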

At T1, two GO terms associated with “organic hydroxyl compound metabolic process” were significantly enriched in ABR8 (Figure 4); encompassing seven genes (Figure 5; see Table S3 for more details). These were significant as many of these could be tentatively associated in conferring drought tolerance.

Based on the function of the putative Arabidopsis orthologs At3g50660 and At5g36110, three DEGs (Bradi1g69040, Bradi1g59680 and Bradi26120) were potentially involved in brassinosteroid biosynthesis. 

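Bradi1g69040 (LOC100837605), on chromosome 1 from 67713632 to 67721198, rose in ABR8 at T1 from 0.302 FPKM (95% limits 0 to 0.735) to 1.74 FPKM (0.00799 to 3.47), a log2 change of 2.53. Bradi1g59680 (LOC100838753), on chromosome 1 from 58893153 to 58895313, rose from 0.353 FPKM (0 to 0.718) to 1.46 FPKM (0.205 to 2.71), a log2 change of 2.05. Both passed the unadjusted p only. Bradi1g26120 (LOC100846787), listed in Table S3 and located on chromosome 1 from 21212074 to 21218944, was at 0.550 FPKM (0.0485 to 1.05) in the control and 1.54 FPKM (0 to 3.91) under drought, and the difference was within the limits. The FPKM values in the ABR4 T1 control were 4.28 for Bradi1g69040, 3.29 for Bradi1g59680 and 4.24 for Bradi1g26120.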

At3g50660 (*DWF4*) encodes a C-22 hydroxylase that catalyses a rate-limiting step in brassinosteroid biosynthesis whose overexpression in *Brassica napus* led to significantly increased tolerance to dehydration stress [45]. Bradi2g12880 encodes an acyltransferase that may be involved in the deposition of free phytol and free fatty acids in chloroplasts. 

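Bradi2g12880 (LOC100823246), on chromosome 2 from 11248168 to 11254719, fell in ABR8 at T1 from 6.14 FPKM (95% limits 3.70 to 8.58) to 2.99 FPKM (1.44 to 4.53), a log2 change of -1.04. The change passed the unadjusted p and not the adjusted p. The ABR4 T1 control was at 2.32 FPKM.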

Its putative Arabidopsis ortholog (At1g54570) maintains the integrity of the photosynthetic membrane during abiotic stress and senescence [46]. Bradi1g3359 was induced > 6 fold compared to untreated control and its Arabidopsis ortholog, At4g12110, encodes a member of the SMO1 family of sterol 4 alpha-methyl oxidases which was previously identified as a cross-species drought-adaptive DEG [47]. 

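This gene is listed as Bradi1g33590 (LOC100832018) in Table S3 and lies on chromosome 1 from 29228303 to 29231586. In ABR8 at T1 it rose from 0.361 FPKM (95% limits 0 to 0.825) to 2.10 FPKM (0.380 to 3.83), which is 5.83-fold, and passed the unadjusted p only. The limits of the groups overlapped. Its FPKM was 0.210 in the ABR4 T1 control and highest in the ABR8 T1 drought group among the 15 groups.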

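Bradi1g72950 (LOC100842485), on chromosome 1 from 70782431 to 70785822, was at 1.78 FPKM (95% limits 0.508 to 3.05) in the ABR8 T1 control and at 4.23 FPKM (1.79 to 6.66) under drought, a log2 change of 1.25. The change passed neither the adjusted nor the unadjusted p. In the ABR4 T1 control its FPKM was 7.68, the highest of the 15 groups.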

Bradi1g72950 is the likely ortholog of Arabidopsis At5g60540/*AtPDX2*; involved in vitamin B6 biosynthesis which increases in response to a range of abiotic stressors including drought [48]. 

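The mean FPKM over the 5 groups of ABR8, ABR4 and KOZ1 was 0.617, 3.90 and 1.44 for Bradi1g69040, 0.591, 2.70 and 2.20 for Bradi1g59680, and 0.793, 4.16 and 4.42 for Bradi1g26120. For Bradi1g26120, each of the 5 ABR8 groups was below each of the 10 others. The median log2 ratio of the 3 genes was -2.39 against ABR4, at the 1.39th percentile of 10000 random lists of 3 genes matched on mean FPKM, and -1.90 against KOZ1, at the 3.03rd percentile. Among random lists drawn from the DEGs of any genotype, these ratios were at the 0.89th and the 15.85th percentile. The 3 genes are from Table S3, and the paper chose them for a change in ABR8 at T1. Of the 241 loci up-regulated there at the unadjusted p, 240 were at least 2-fold higher in the ABR4 T1 control. Low ratios therefore follow in part from the choice of the genes, which the random lists do not share. Without the T1 drought groups the ratio against KOZ1 was -2.54. The median FPKM of the 3 genes in ABR8 was highest at T1 drought, at 1.54, and lowest in the T2 control, at 0.104.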

Interestingly, the three genes potentially involved in brassinosteroid biosynthesis and associated with enriched GO-terms for ABR8 at T1, generally showed lower expression in ABR8 compared with ABR4 and KOZ1. Therefore, relatively reduced brassinosteroid accumulation could contribute to drought tolerance as has been noted in some species [49] but not all, e.g., [11].

For ABR8 at T2, enriched GO terms associated with biological processes were perhaps unsurprisingly related to “regulated stress response” (2 GO terms), or “oxidative stress” (15 GO terms) (Figure 4, Table S5). 

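Table S4 lists 52 genes for ABR4 at T2. At least 2-fold higher FPKM values under drought were found for 22 of them and at least 2-fold lower values for 30. At the adjusted p over all loci, 4 of the 52 genes were called, and 39 at the unadjusted p. With the adjustment over the 52 genes alone the number was 32, over genes that the paper itself had called from these values. All 7 peroxidases of the table were lower under drought. In KOZ1 at T2, 14 of the 52 genes were called up-regulated and 10 down-regulated, and 23 and 5 with FPKM scaled to the same sum. In ABR8 at T2, 0 were called, and at the unadjusted p 7 were up-regulated and 1 was down-regulated.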

The “oxidative stress” related GO terms were also enriched at T2 in ABR4 (Figure 4, Table S4), making it a feature of all genotypes, and links with drought stress tolerance were therefore not immediately obvious. Of greater interest was the “plant cell wall” (5 GO terms) in ABR8 as we recently linked this cellular compartment with salt stress tolerance in rice [50]. In the rice study, salt tolerance was unequivocally associated with a pectin methyltransferase, whilst in this drought experiment in Brachypodium, pectin methylesterases (PMEs) were targeted (Bradi1g11860 and Bradi5g23550) (Figure 5, Table S5). 

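The locus of Bradi1g11860, on chromosome 1 from 8819469 to 8820386, was listed at 0 in all groups, and Tables S5 and S6 list a PME as Bradi2g11860 instead. Bradi2g11860 (LOC100831935), on chromosome 2 from 10185564 to 10190533, rose in ABR8 at T2, with the authors' 95% limits in parentheses, from 5.79 FPKM (3.25 to 8.34) to 11.9 FPKM (6.64 to 17.1), a log2 change of 1.04 that passed the unadjusted p only. Bradi5g23550 (LOC100826190), on chromosome 5 from 25616769 to 25622876, rose from 0.403 FPKM (0.0982 to 0.708) to 1.01 FPKM (0.469 to 1.55) and passed neither. In the T0 and T1 controls of ABR8 the FPKM values were 17.0 and 14.6 for Bradi2g11860 and 0.888 and 0.912 for Bradi5g23550.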

Pectin modifications, in particular PME-regulated pectin methylesterification may affect stiffness and hydration status of the cell wall matrix during drought stress responses [51]. PMEs have been shown to be involved in cell wall remodeling in response to various abiotic stresses including heat, cold acclimation, UV light, and heavy metals [51]. Further, demethylesterification of pectins in the cell wall of guard cells is important for stomatal function [52], suggesting that PMEs may control water loss under drought conditions. However, our Brachypodium accessions exhibited no significant difference in stomatal conductance with progressive drought treatment [31].

Other cell wall genes included glycoside hydrolase (GH) enzymes; GH16 (Bradi3g18590) and two GH19 (Bradi1g29880 and Bradi5g14430). 

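Bradi3g18590 (LOC100846220), on chromosome 3 from 17168440 to 17171803, rose in ABR8 at T2 from 100.3 FPKM (63.5 to 137) to 202 FPKM (109 to 295), against 201 FPKM in the T0 control and 191 FPKM in the T1 control. Bradi1g29880 (LOC100843237), on chromosome 1 from 25418228 to 25419142, rose from 1.74 FPKM (0.307 to 3.17) to 6.21 FPKM (2.73 to 9.70), with T0 and T1 controls at 5.50 and 4.23 FPKM. Bradi5g14430 (LOC100841292), on chromosome 5 from 17986316 to 17987879, changed in the other direction, from 1.94 FPKM (0.327 to 3.55) to 0.316 FPKM (0 to 0.697), and its T0 and T1 controls were at 0.424 and 0.252 FPKM. These 3 changes passed the unadjusted p and not the adjusted p.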

GHs are involved in orchestrating cellulose–cellulose interactions mediated by xyloglucans and important in regulating cell wall extensibility [53,54] remodeling and reorganization to facilitate plant cell expansion, differentiation, maturation, and wall repair [55]. 

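Table S5 lists 48 genes for ABR8 at T2, and 9 of them are annotated as peroxidases, 1 of which, Bradi1g65820, as a cytochrome-c peroxidase. All 9 were at least 2-fold higher under drought than in the T2 control, 0 were called at the adjusted p and 5 passed the unadjusted p. Over the 48 genes, 37 were at least 2-fold higher and 11 at least 2-fold lower, 3 were called and 36 passed the unadjusted p. The number was 30 with the adjustment over the 48 genes alone, which are the paper's own calls. Bradi2g38660 (LOC100844881), on chromosome 2 from 38703307 to 38707038, rose from 19.5 FPKM (12.5 to 26.4) to 53.0 FPKM (33.9 to 72.1). Bradi2g12216 (LOC100821101), on chromosome 2 from 10579733 to 10582676, rose from 1.13 FPKM (0.199 to 2.06) to 5.57 FPKM (2.76 to 8.39).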

Most of the cell wall-related DEGs were peroxidases (POX, 8 in total), suggesting an important role in regulating cell wall properties during drought stress. These peroxidases were generally highly expressed in all ABR8 samples (except the T2 control). 

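For each of the 9 peroxidases of Table S5 the T2 control was the lowest of the 5 ABR8 groups. The mean of the other 4 ABR8 groups was above the median of the 10 ABR4 and KOZ1 groups for 7 of them, and all 4 groups were above it for 6. Bradi4g22660 (LOC100842076) was at 1.61 FPKM in the T2 control and between 4.49 and 14.4 FPKM in the other ABR8 groups, where the median of the ABR4 and KOZ1 groups was 0.724 FPKM. Bradi2g12204 (LOC100846912) was between 1.52 and 2.20 FPKM in the other ABR8 groups, below the median of 2.33 FPKM.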

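Of the 9 peroxidases, Bradi2g12204, Bradi2g13190 and Bradi2g12216 had their highest FPKM value in the KOZ1 T2 drought group, at 24.3, 24.5 and 16.4 FPKM. The highest value was in the ABR8 T0 control for 3 peroxidases and in the KOZ1 T0 control for 3. Bradi4g05980 (LOC100836578) was among the former, with 25.6 FPKM, and Bradi1g59550 (LOC100835377) among the latter, with 6.15 FPKM.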

The highest expression for three of the peroxidases was seen in KOZ1 T2 so it may be that the early expression of POX is advantageous as seen for ABR8.

Two other enriched GO terms for ABR8 at T2 were related to the regulation of stress responses (GO: 0031347 and GO: 0080134). 

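Bradi1g72590 (LOC100834439), on chromosome 1 from 70522224 to 70531757, shares its locus with Bradi1g72595 and fell in ABR8 at T2 from 38.0 FPKM (23.1 to 52.9) to 18.2 FPKM (9.82 to 26.6). Bradi3g23180 (LOC100825629), on chromosome 3 from 22661887 to 22663698, fell from 2.04 FPKM (0.635 to 3.45) to 0.737 FPKM (0.00315 to 1.47). Bradi1g30870 (LOC100837154), on chromosome 1 from 26409367 to 26411248, fell from 22.4 FPKM (13.7 to 31.2) to 10.9 FPKM (5.37 to 16.4), and Bradi2g52370 (LOC100834290), on chromosome 2 from 51546993 to 51548149, from 46.4 FPKM (28.9 to 63.8) to 21.0 FPKM (11.9 to 30.1). Bradi3g60027 (LOC100821312), on chromosome 3 from 58839718 to 58848464, rose from 7.53 FPKM (3.14 to 11.9) to 16.4 FPKM (7.35 to 25.5). The changes of Bradi1g72590, Bradi1g30870 and Bradi2g52370 passed the unadjusted p, and none of the 5 passed the adjusted p. In the ABR8 T0 and T1 controls the FPKM values were 6.24 and 10.1 for Bradi1g72590, 0.102 and 0.473 for Bradi3g23180, 3.08 and 5.05 for Bradi1g30870, 12.3 and 18.8 for Bradi2g52370, and 34.6 and 18.2 for Bradi3g60027.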

The associated genes encoded two jasmonate ZIM domain (JAZ)-containing proteins (Bradi1g72590 and Bradi3g23180), a WRKY (Bradi1g30870/BdWRKY68) and AP2 domain containing (Bradi2g52370) transcription factor (TF), and a chaperonin (Bradi3g60027). JAZ proteins bind directly to and repress the activity of various transcriptional regulators of jasmonate responses. When intracellular levels of jasmonate rise above a threshold concentration, JAZ proteins are rapidly degraded via the ubiquitin/26S proteasome-dependent proteolytic pathway, releasing the JAZ-bound TFs and activating JA responses [56,57]. Transgenic rice plants overexpressing *OsJAZ1* showed a decrease in tolerance to drought stress [58], while the expression of a cotton JAZ gene, *GaJAZ5*, in Arabidopsis significantly increased their tolerance to water stress conditions [59]. This apparent contradiction possibly reflects the complexity, and cross-talk between, hormone mediated stress responses to drought to balance resource allocation between growth and defense [60]. WRKY and AP2 proteins represent large TF families in plants shown to play critical roles in plant responses to biotic and abiotic stresses, including drought, mostly by regulating plant hormone signal transduction pathways [61,62]. 

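Bradi2g44270, on chromosome 2 from 44547873 to 44550119, was at 14.8 FPKM (95% limits 8.35 to 21.2) in the ABR8 T1 control and at 34.0 FPKM (22.2 to 45.8) in ABR8 T1 drought, a log2 change of 1.20. The limits did not overlap and the change passed the unadjusted p, but not the adjusted p. At T1 the gene was at 45.8 and 47.1 FPKM in the ABR4 control and drought groups, and at 38.9 and 26.5 FPKM in those of KOZ1.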

The Arabidopsis orthologue (WRKY46) of Bradi2g44270 (2.3-fold upregulated at T1) regulates genes involved in cellular osmoprotection and redox homeostasis under dehydration stress [63]. Several BdERF TFs belonging to the AP2/EREBP family were found to be induced by drought and salt stress in Brachypodium Bd21 [64]. 

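Bradi5g21250, on chromosome 5 from 24098802 to 24099937, was at 46.4 FPKM (28.6 to 64.3) in the ABR8 T2 control and 18.4 FPKM (9.51 to 27.2) in ABR8 T2 drought, a log2 change of -1.34. For Bradi5g25570, on chromosome 5 from 27009994 to 27011159, the values were 20.0 FPKM (11.2 to 28.7) and 7.22 FPKM (2.48 to 12.0) with a log2 change of -1.47, and for Bradi3g18070, on chromosome 3 from 16490651 to 16491424, they were 5.10 FPKM (1.30 to 8.89) and 0.825 FPKM (0 to 1.87) with a log2 change of -2.63. All 3 passed the unadjusted p and none the adjusted p. The T0 and T1 controls of ABR8 were at 5.22 and 12.4 FPKM for Bradi5g21250, 1.10 and 4.94 FPKM for Bradi5g25570, and 0.052 and 0.175 FPKM for Bradi3g18070.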

The three BdERFs identified as DEGs in our study (not associated with GO terms), were all downregulated in ABR8 at T2 (Bradi5g21250, 2.5-fold; Bradi5g25570, 2.2-fold, and Bradi3g18070, 6.2-fold). The Arabidopsis ortholog of the chaperonin Bradi3g60027, At5g20720/CPN20, can mediate the activation of iron superoxide dismutases (FeSODs) in chloroplasts [65], which may provide protection from drought induced oxidative stress. In this context, DEGs associated with enriched GO terms related to oxidative stress for ABR8 at T2 were mostly encoding for oxidoreductase, cytochrome P450 and auxin response factor (ARF) proteins (Figure 5 and Table S5).

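In ABR8 at T2, the 8 oxidoreductase genes of Table S5 were all at least 2-fold higher under drought, 1 of them was called and 8 passed the unadjusted p. Of the 5 cytochrome P450 genes, 3 were higher and 2 lower, with 1 called and 4 at the unadjusted p. The 3 ARF genes were higher for 2 and lower for 1, with 0 called and 2 at the unadjusted p.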

### 2.4. Constitutive Expression of Cell Wall Related Genes in ABR8

Genotypic differences between the three Brachypodium genotypes were highlighted in a HCA based on genes showing >2 fold differential expression across all the samples (all of the genotypes and time-points). This identified genotype specific differences in gene expression levels independent of treatment (Figure S5). 

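Among 17527 loci with a mean FPKM of at least 1, all 5 ABR8 groups lay above the 10 groups of ABR4 and KOZ1 for 958 loci and below them for 926. For ABR4 the numbers were 468 and 386, and for KOZ1 579 and 538. By chance alone, 0.0333% of the loci would be separated in one direction, against 5.47% found above for ABR8. Without the T1 drought groups, ABR8 was above the other genotypes for 1282 loci and below for 1403, with 0.202% by chance. With FPKM scaled to the same sum in each group, the loci above and below were 1004 and 655 for ABR8 and 238 and 615 for ABR4.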

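Of the 2333 DEGs, the 5 ABR8 groups were all above the 10 other groups for 70 loci and all below for 47. In 55 and 43 of these the mean FPKM also differed at least 2-fold. When the T1 drought groups were left out, the numbers of separated loci were 104 and 95. They were 108 and 44 over all groups with FPKM scaled to the same sum.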

Cluster A (337 DEGs) and in particular cluster B (351 DEGs) contains genes that are higher expressed in ABR8 and in cluster K predominantly lower compared to the other two genotypes. 

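For ABR4, 16 of the 2333 DEGs had all groups above those of ABR8 and KOZ1 and 25 had all groups below. Without the T1 drought groups the numbers were 26 and 48.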

Cluster N contains transcripts that mostly show higher expression levels in ABR4 compared with ABR8 and KOZ1.

GO enrichment analyses were performed for clusters A, B and K and while no GO terms were enriched for cluster K, for clusters A and B a number of GO terms were enriched (Figure 6). Notably, these GO terms were all associated with the cell wall; suggesting a possible continuity between the responses to drought and likely innate sources of tolerance. 

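Table S6 lists 50 cell wall genes, which the paper took from clusters with higher values in ABR8. The mean FPKM over the 5 groups was higher in ABR8 than in both other genotypes for 47 of them, at least 2-fold higher than in both for 19, and lower than in both for 1. The median log2 ratio was 0.86 against ABR4 and 0.93 against KOZ1. Both were above all of 10000 random lists of 50 loci matched on mean FPKM, as follows in part from the choice of the genes. With T0 controls alone, the ratio against KOZ1 was 0.45. All 5 ABR8 groups were above the 10 others for 7 genes, where chance gives 0.0333% of genes. Bradi1g20890, the gene lower in ABR8, is carried by 2 loci with the same coordinates on chromosome 1 from 16788422 to 16794374, and the locus with the higher mean was used. At the other locus, chosen as an alternative after the data were seen, the mean FPKM was 4.44 in ABR8, 0.576 in ABR4 and 0.146 in KOZ1.

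**Figure D3:**
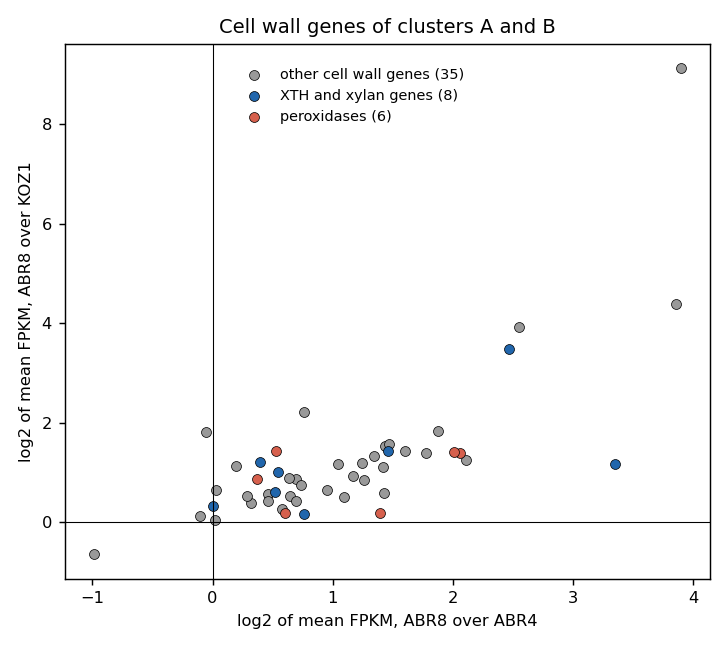
Log2 ratio of the mean FPKM over the 5 groups of ABR8 to that of ABR4 (x axis) and to that of KOZ1 (y axis) for 49 of the 50 cell wall genes, with the 8 XTH and xylan genes and the 6 peroxidases marked. Bradi3g33277 is left out because it is listed at 0 in all KOZ1 groups. Most genes lie above 0 on both axes.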

A heat map for the 50 genes in the A + B cluster associated with cell wall-enriched GO terms is shown in Figure S6.

GO terms included genes that encode for xyloglucan endotransglycosylases/hydrolases (XTH), XTHs can modify the cell wall architecture by either cleaving and, often, also re-joining xyloglucan molecules in primary plant cell walls through its xyloglucan endo-transglycosylase (XET) activity, or by the irreversible shortening of xyloglucan chains through its xyloglucan endo-hydrolase (XEH) activity [66,67]. Increased expression levels of XTH genes have been observed in plants exposed to various abiotic stresses [51,68]. The heterologous expression of a drought induced hot pepper (*Capsicum annuum* L.) XTH, *CaXTH3*, in Arabidopsis and tomato (*Solanum lycopersicum*), significantly improved their tolerance to severe water deficit [69,70]. Other genes included two putative xyloglucan fucosyltransferases (GT37), a GT34 xyloglucan 6-xylosyltransferase, and an irregular xylem 15 like protein (IRX15), involved in xylan biosynthesis of plant cell walls. 

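The xyloglucan fucosyltransferase Bradi3g10230 (LOC100846004) had a mean FPKM of 5.36 in ABR8, 0.971 in ABR4 and 0.480 in KOZ1, and all ABR8 groups were above all other groups. Bradi3g58040 (LOC100830642), the other fucosyltransferase, had means of 16.8, 9.88 and 14.9 FPKM in the same order. The means were 2.69, 1.85 and 1.33 FPKM for the xylosyltransferase Bradi1g64560 (LOC100835145) and 3.57, 2.49 and 2.35 FPKM for the IRX15 gene Bradi3g04460 (LOC100835417).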

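For the 8 XTH and xylan biosynthesis genes of Table S6, the median FPKM in ABR8 was 8.96 at T0, 8.31 and 6.59 in the T1 control and drought groups, and 5.50 and 7.13 in those of T2. In ABR4 it was 3.11, 3.69, 2.61, 2.62 and 2.26, and in KOZ1 9.00, 1.28, 4.24, 1.60 and 1.34. The mean over the 5 groups was higher in ABR8 than in both other genotypes for all 8 genes, by a median log2 ratio of 0.65 against ABR4 and 1.10 against KOZ1. In the T0 controls alone, the ratio against KOZ1 was 0.32, at the 92.1st percentile of matched random lists, with 6 of the 8 genes higher in ABR8. The XTH gene Bradi1g33840 (LOC100836532) had means of 11.5, 1.13 and 5.09 FPKM in ABR8, ABR4 and KOZ1, and Bradi3g52307 (LOC100833802) had means of 3.70, 3.68 and 2.95 FPKM.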

The generally higher expression of XTHs and xylan biosynthesis genes in ABR8 samples when compared with ABR4 and KOZ1 samples (Figure S6), could indicate that relative abundance and remodeling of xyloglucan tethers between the cellulose microfibrils can influence drought tolerance.

Other cell wall linked genes in the A + B cluster included GHs, PMEs, two expansins and a pectin acetylesterase (Table 1; Table S6). 

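Expansin-A4, Bradi2g22290 (LOC100823156), had a mean FPKM of 134.8 in ABR8, 23.0 in ABR4 and 8.86 in KOZ1, and all ABR8 groups were above all other groups. Its log2 ratio against ABR4 was 2.55, and 3.28 without the T1 drought groups. For expansin-A2, Bradi2g53580 (LOC100842115), the means were 24.8, 21.6 and 11.4 FPKM. The pectin acetylesterase Bradi1g20270 (LOC100827251) had means of 21.4, 9.49 and 11.2 FPKM. The PME genes Bradi2g11860 and Bradi5g23550 were at 12.3, 4.44 and 4.12 FPKM and at 0.764, 0.0526 and 0.0362 FPKM in ABR8, ABR4 and KOZ1.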

Expansins bind to cellulose and mediate acid-induced loosening of plant cell walls without mechanically weakening the cell walls and are often upregulated by abiotic stress conditions. Where genetic approaches have altered expansin expression, this has led to enhanced resistance to abiotic stresses, albeit often accompanied by changes in plant growth and development [71]. For example, heterologous expression of a wheat β-expansin (TaEXPB23) in tobacco improved drought resistance compared with wild type plants [72,73]. It may be that the “misregulation” of expansin is sensed as a disturbance in cell wall integrity, triggering a defense response [71]. Interestingly, TaEXPB23 expression in tobacco improved oxidative stress tolerance and enhanced the cell wall bound POX activity, possibly indicating a relationship between expansin and POX-mediated cell wall crosslinking in the response to stresses [74]. Indeed, POX (6 genes), implicated in both loosening or stiffening of the cell wall under drought stress [68], showed a distinct higher expression in ABR8 samples.

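The 6 peroxidases of Table S6 had a higher mean FPKM in ABR8 than in ABR4 and KOZ1. The median log2 ratio was 1.00 against ABR4, at the 99.6th percentile of matched random lists, and 1.12 against KOZ1, at the 99.9th. Both follow in part from the choice of the genes, which the paper took from clusters with higher values in ABR8. Against KOZ1 in the T0 controls alone the ratio was 0.13, at the 66.1st percentile, with 3 of the 6 genes higher in ABR8. Bradi2g20850 (LOC100826228) had means of 5.10 FPKM in ABR8, 1.22 in ABR4 and 1.95 in KOZ1, and Bradi4g05980 (LOC100836578) of 15.3, 3.80 and 5.72. The log2 ratios of Bradi2g11320 (LOC100822838) were 0.60 and 0.18. None of the 6 had all ABR8 groups above all other groups, and 0 were called in a drought comparison. The paper proposes that features of the cell wall could be a source of drought tolerance, and that both an active response to stress and an intrinsic difference seem to contribute to it in ABR8.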

Future work will need to establish if the cell wall properties for ABR8 are indeed distinct compared to those of drought susceptible Brachypodium accessions, particularly as the identified cell wall DEGs for ABR8 mostly relate to enzyme activities that regulate and modify the fine structure of xyloglucan and pectin.

### 2.5. Metabolomics Targets the Cell Wall as an Innate Source of Drought Tolerance in ABR8

To obtain further insights into the possible mechanisms of drought tolerance, samples from the same experiment as used for RNA-seq based transcript profiling were assessed using metabolomic approaches. In this case, since the actual experiment contained six replicates (three of which were used for RNA-seq), all the available replicate samples for T0 (control), T1 (drought) and T2 (drought) were included. Thus, for each of the samples/treatments a minimum of 3 replicates and maximum 6 replicates were used for our metabolomic analyses. As we also demonstrated in [31], adoption of FIE-MS allowed a wide-ranging assessment of the biochemical alterations linked to physiological changes. Principal component analysis (PCA) for all samples, based on a matrix of 2311 m/z x 48 samples (Table S7), suggested no significant differences between ABR8 and ABR4 in both control samples and those following drought treatment (Figure 7). KOZ1 was distinctive, in that it exhibited both genotypic and stress responsive differences in the metabolome. These results align with the major changes observed for the transcriptomic responses of KOZ1 (Figure 1) and the predominance of innate genotypic differences (Figure S5). To avoid focusing on these genotypic differences, the metabolomic responses of each genotype to stress were considered separately (Figure S7). PCA again suggested that only KOZ1 exhibited a wide-ranging response to drought (Figure S7 A, B vs. C). This notwithstanding, ANOVA corrected for false discovery rates (FDR) identified statistically significant (*p* <0.05) changes in each genotype. HCA and heat maps of the significant metabolites suggested that whilst responses to T1 and T2 were difficult to separate, these were clearly different to unstressed controls in each accession.

In an attempt to provide functional information on the responses to drought in each accession, the significant metabolites were assessed for pathway enrichment (Figure S8). In the case of ABR8, no significant pathway enrichment was observed. With ABR4, some pathways were targeted but only glutamate metabolism and the glucose alanine cycle exhibited robust statistical validity with satisfactory Holm P (for multiple testing) and FDR. For KOZ1, only brassinosteroid metabolism could be considered to be enriched. This could reflect the reduced expression of brassinosteroid biosynthesis genes in the ABR8 transcriptome (Figure 5). Indeed, in the heat map of ABR8 (Figure S7A), castasterone, an important brassinosteroid, was elevated only in T0 samples. Given some reports of brassinosteroids conferring drought tolerance; e.g., as demonstrated by the over-expression of its receptor [16]; it could be that the accumulation of a single brassinosteroid is important for drought tolerance. Such a subtle accumulation pattern could be missed in our GO term-based transcriptional analyses.

Based on this observation along with the relative lack of a major response to drought in ABR8 and ABR4, we explored innate differences between accessions that could represent sources of tolerance. PCA indicated that each accession had a highly distinctive metabolome from which statistically significant metabolites could be identified (Figure 8). Although it was not possible to demonstrate pathway enrichment based on these metabolites, inspection of those which were increased in ABR8 compared to KOZ1 indicated increases in components of the TCA cycle and components that could be linked to the cell wall (Figure 8B). The latter were the mono-lignols; coumaryl and sinapyl-alcohols and phenylalanine which feed into the phenylpropanoid pathway leading into lignin biosynthesis.

Phenylalanine is metabolized by phenylalanine ammonia lyase (PAL) to feed into phenylpropanoid metabolism. PAL expression has been heavily associated with responses to stress, including drought [75]. Interestingly, PAL suppression in Brachypodium Bd21 did not affect responses to drought [76] but this accession is quite sensitive to drought and a PAL influenced mechanism could be relevant to ABR8. Further, some studies have also associated lignin biosynthesis with drought tolerance in maize [77] and rice [78]. Possible mechanisms through which elevated lignification could confer tolerance to drought stress include improved resistance to drought-associated embolisms in the xylem [79] and influencing stomatal closure [78]. We have not tested embolism formation in our lines but, as we have noted, ABR8 does not display any different stomatal responses compared to KOZ1 [31].

Superficial comparisons of transcriptomic and metabolomic data could suggest that there is little correspondence between the two ‘omes. In particular, phenylpropanoid pathway associated gene expression was not observed as either DEGs or innate differences between accessions. This notwithstanding, it is striking that the same cellular compartment—the cell wall—was indicated by both transcriptomic and metabolomic approaches as a potential innate source of drought tolerance in ABR8. Further, the metabolomic approach that we adopted could not yield insights into complex cell wall carbohydrate polymers. Future analyses will need to focus on how the cell wall, possibly by influencing water loss or cell signaling, is involved in conferring drought tolerance.

## 3. Materials and Methods

### 3.1. Plant Growth and Treatment

Three genotypes of Brachypodium ABR4, ABR8 and KOZ1, were grown in John Innes No 1 potting compost with grit-sand at a 4:1 ratio. Plants were grown under controlled environment conditions in a growth chamber at 21 °C under a 16 h photoperiod with 176 μmol m^−2^ s^−1^ photon flux density supplied by white fluorescent tubes (OSRAM, Garching, Germany). Plants were well-watered and grown for 32 days after germination before a progressive drought treatment was applied. At this point an equal number of well-watered (control) and water-deprived (treated) replicates were organized in a latin square block arrangement. The progressive drought treatment lasted 8 days.

### 3.2. RNA Isolation

For each of the genotypes, leaf tissue was harvested at three time points for RNA extraction; at the start (T0, control (C)), after 4 days (T1, both C and treatment (D)) and after 8 days (T2, both C and D). In total, 45 plants were harvested ((T0 + T1C + T1D + T2C + T2D) × 3 genotypes × 3 biological replicates) and ground to a fine powder in a mortar and pestle with liquid nitrogen. Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and purified using RNeasy MinElute Cleanup Kit columns (Qiagen, Valencia, CA, USA). On-column DNase I digestion (DNase-Free DNase Set, Qiagen) was performed according to manufacturer protocols to eliminate genomic DNA contamination. Following extraction, the quality and quantity of the RNA samples was determined by absorbance measurements at 230, 260, and 280 nm (Nanodrop 1000 spectrophotometer, NanoDrop Technologies). RNA integrity was evaluated on a 0.8% (*w*/*v*) agarose gel. After all samples passed BGI’s (BGI, Shenzhen, China) strict quality control tests criteria, BGI performed the TruSeq library construction and sequencing with Illumina HiSeqTM 2000.

### 3.3. Transcript Assembly and Differential Expression Analysis

The obtained raw data (45 pairs of fastq files) is available in the Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.gov/geo/) with accession number GSE126992. Raw reads were quality trimmed using trim galore version 0.4.1 [80] with the following parameters; --quality 28 --phred64. Transcript assembly and differential expression analysis was performed using the Cufflinks software package version 2.2.1 [2]. The trimmed reads were mapped to the Brachypodium reference genome (version 314 v3.0 from Phytozome, [23]) using tophat (version 2.1.1) and genome annotation version 314 v3.1. Differential expression analysis was performed on the mapped reads, using cuffdiff (version 2.2.1). Table S1 gives an overview of the coverage and sequences pairs with on average more than 93% of the pairs mapped to the genome. The main differential expression data output from cufflinks is summarized by the file “gene_exp.diff”. In this file genes were only used in subsequent analyses if the field “Test status” was equal to “OK” (e.g., the read alignments passed quality controls such as sufficient depth) and the “significance” field was set to “yes” (i.e., the gene’s *p*-value is greater than the FDR after Benjamini–Hochberg correction for multiple-testing). Subsequently, annotations from Phytozome (the file Bdistachyon_314_v3.1.annotation_info.txt) were added to this table, which included GO terms. To identify differentially expressed genes between the control and treated conditions at each time point (T1 and T2) for each sample (ABR4, ABR8 and KOZ1), genes with a log2-converted fold-change with respect to FPKM between > 1 and < -1 were extracted from the Cufflinks results. Clustering of differentially expressed genes showing more than 2-fold differential expression was performed using Genesis [42] version 1.8.1. Each genotype was analyzed separately as well as all the data together. The FPKM values were normalized by gene and the normalized FPKM values were then clustered using hierarchical complete linkage clustering with automatic cluster assignment and automatic threshold both set. GO enrichment was performed using PANTHER [81]. The circos software package was used for visualizing the distribution of the differentially expressed genes [82].

### 3.4. Metabolite Profiling

Powdered leaf samples which were also used for RNA extraction were used to isolate metabolites. Thus 1mL of chloroform: methanol: dH2O (1:2.5:1) was added to 50 μg of powdered samples and shaken at 4 °C degrees for 15 min and returned to ice. Samples were centrifuged at 4 °C degrees at 5000 x ɡ for 3 min and dried in vacuum. Afterwards, 250 µL of 70% methanol was added to the samples and resuspended by vortexing for 5 s. For flow infusion electrospray ionization high resolution mass spectrometry (FIE-HRMS), 100 µL of each sample was transferred into a glass vail and sealed. All samples were run in duplicate with no significant differences in the results obtained. Flow infusion electrospray ionization high resolution mass spectrometry (FIE-HRMS) was performed using Q executive plus mass analyzer instrument with UHPLC system (Thermo Fisher Scientific©, Bremen, Germany), where m/z were generated in positive and negative ionization mode in a single run as described by [83]. The metabolomics profiles were investigated using the R-based platform Metaboanalyst 4.0.

## 4. Conclusions

Plant cell walls are highly complex and dynamic structures that, besides providing mechanical support and supporting growth, need to respond to various environmental and developmental cues and fulfil important functions in the defence against biotic and abiotic stresses [51,84,85]. Our transcriptional and metabolomic analyses have suggested that cell wall features in Brachypodium could be a source of drought tolerance and implicate two different modes: (i) An active response mode linked to stress induced changes in cell wall features, and (ii) an intrinsic mode where innate differences in cell wall composition and architecture are important. Both these modes seem to contribute to the drought tolerance of ABR8. These findings should provide a platform for future studies aimed at identifying drought-induced changes in cell wall composition and architecture, an area for which we currently have little knowledge. More specifically, we need to understand the mechanisms by which cell wall peroxidases, pectin modifications, xylan biosynthesis, and glycoside hydrolases such as XTHs, influence cell wall properties, including its hydration status, in response to drought, and the cell wall integrity sensing mechanisms that trigger such drought-induced adaptive changes in cell wall architecture. Identification of the exact mechanisms through which the cell wall confers drought tolerance will be important in order to inform development of drought tolerant crops.

## Figures and Tables

**Figure 1:**
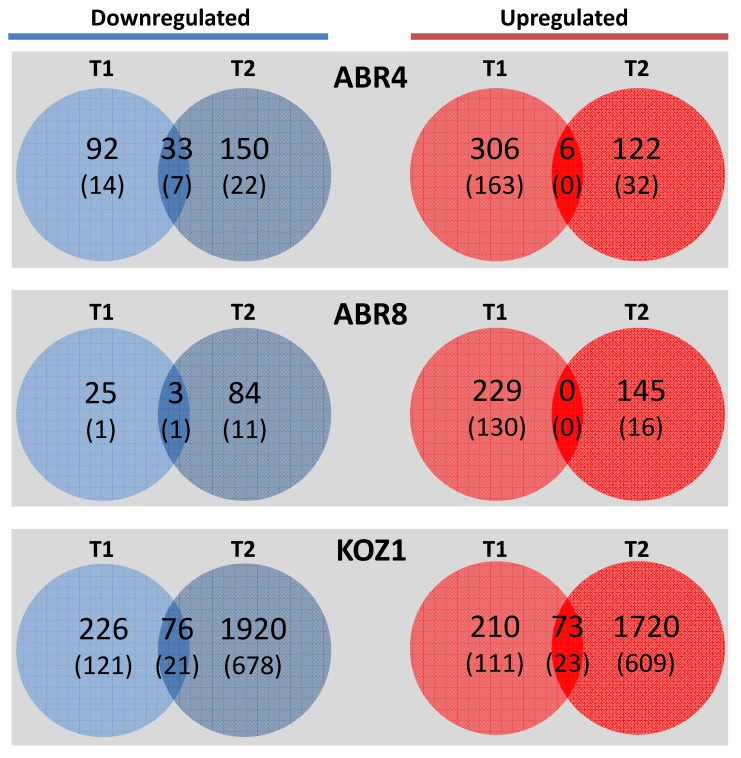
Venn diagram depicting the number of differentially expressed genes (DEGs) in the three Brachypodium genotypes (ABR4, ABR8 and KOZ1) in response to drought stress after 4 days (T1) and 8 days (T2) of withholding water. For each time point the number of genes with > 2-fold change in expression is shown with the number of genes with >4-fold change in brackets.

**Figure 2:**
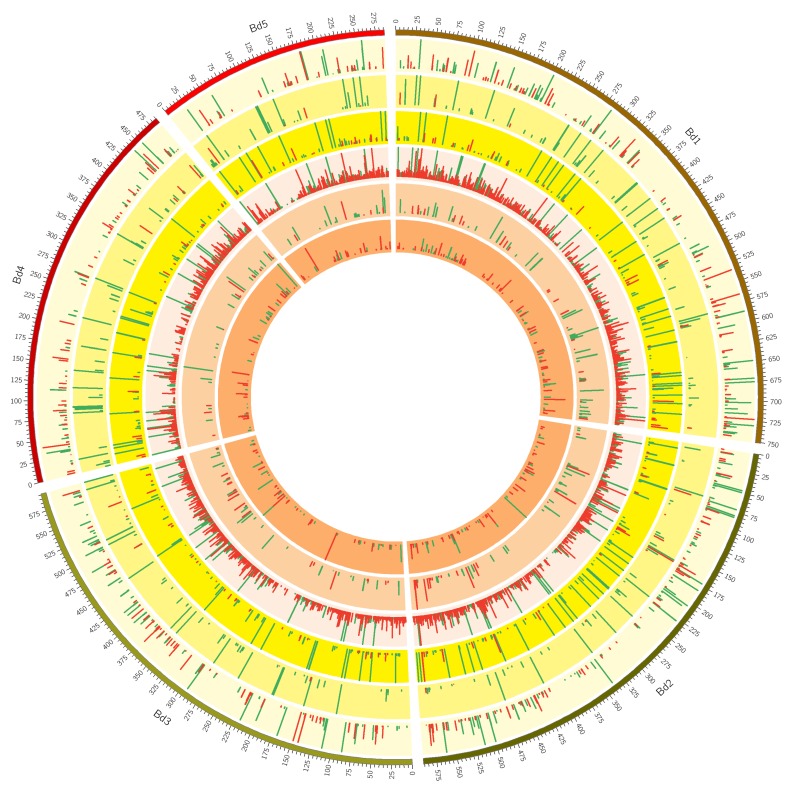
A Circos plot showing the distribution of >2-fold differentially expressed genes (DEGs) over the five Brachypodium n chromosomes (track 1: Bd1-Bd5). Histogram sizes correspond to log2-fold-change with green indicating upregulation and red down-regulation upon drought stress. The three outer yellow rings (tracks 2, 3 and 4) depict DEGs for Brachypodium genotypes KOZ1, ABR8, and ABR4 respectively (outer to inner) in response to drought stress after 4 days (T1). The three inner orange rings (tracks 5, 6 and 7) depict the DEGs for these three genotypes after 8 days (T2) of withholding water.

**Figure 3:**
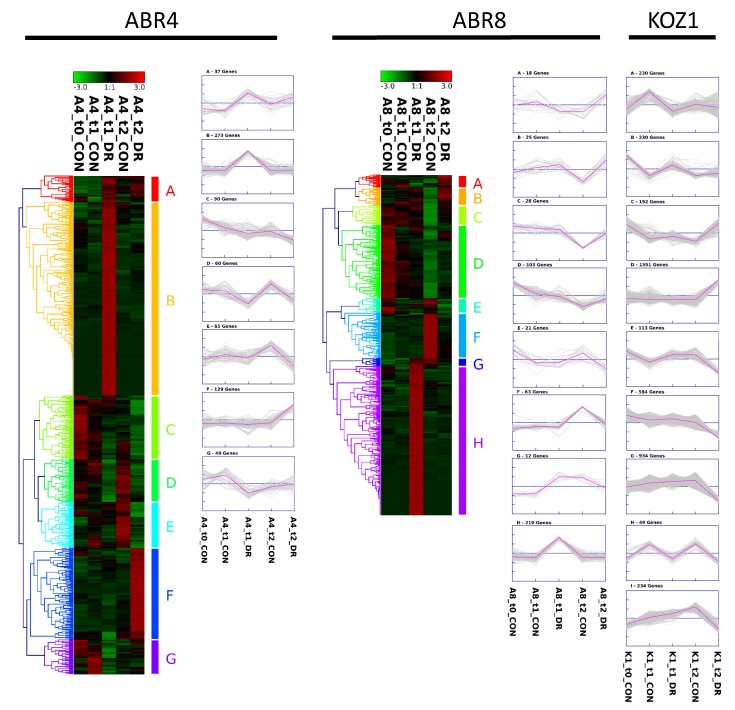
Heat map and cluster results for genes >2 fold differentially expressed between controlled and treated conditions for the three Brachypodium genotypes at either T1 or T2. ABR4: 703 genes; ABR8: 480 genes; KOZ1: 4127 genes. For KOZ1, only the clusters are shown. See Figure S2 for the corresponding KOZ1 heat map. Heat map and clustering was created using complete-linkage hierarchical clustering with the Genesis program [42].

**Figure 4:**
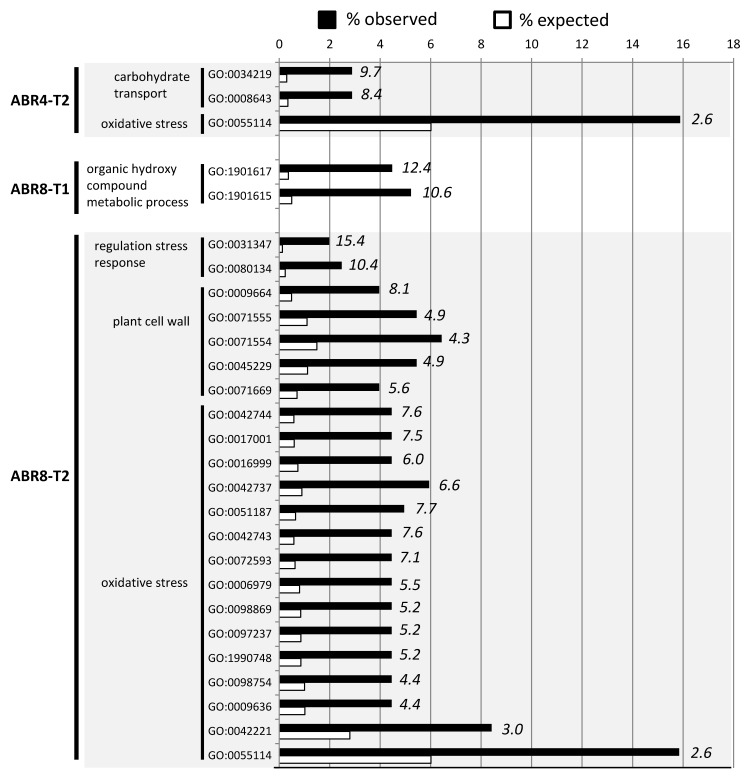
GO term enrichment analysis (*p* < 0.05 FDR corrected) for biological processes of genes >2 fold up or down-regulated in ABR4-T2, ABR8-T1 and ABR8-T2. For each GO term, the expected (white bars) and the observed (black bars) percentage is presented. Numbers in italics indicate the fold enrichment. Only GO-terms with more than 2-fold enrichment are shown. See Figures S3 and S4 for the results of the GO-term enrichment analyses for KOZ1-T1 and KOZ1-T2, respectively.

**Figure 5:**
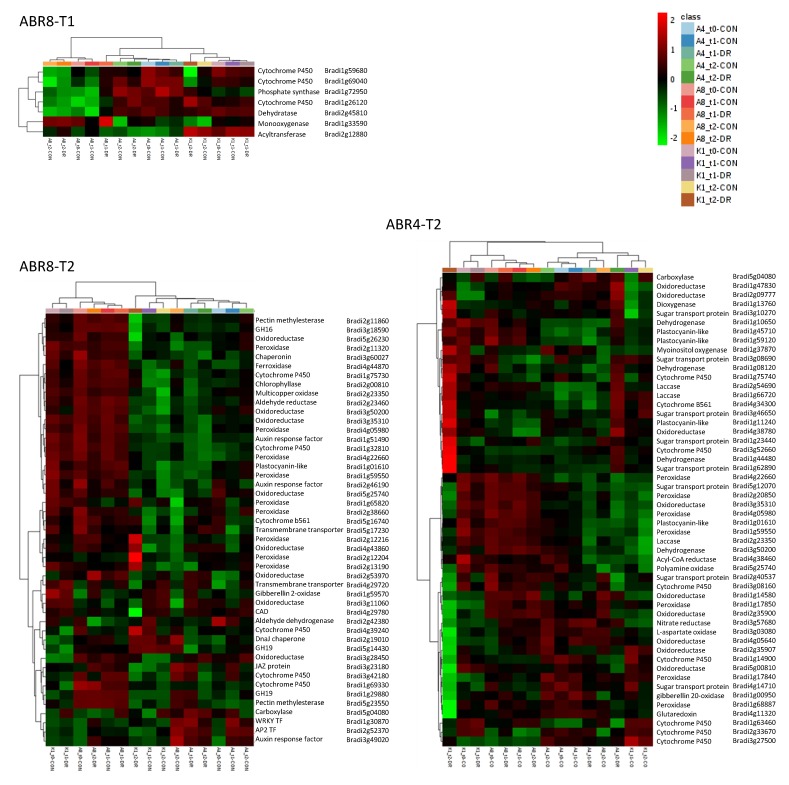
Heat map and cluster results for genes associated with GO enriched terms for ABR8-T1, ABR4-T2 and ABR8-T2. See Tables S3, S4 and S5 for more detailed descriptions of the genes underlying the enriched term for ABR8-T1, ABR4-T2 and ABR8-T2, respectively. Abbreviations: A4, ABR4; A8, ABR8; K1, KOZ1; CON, control; DR, drought; GH, glycoside hydrolase; TF, transcription factor. Heatmap shows normalized FPKM values.

**Figure 6:**
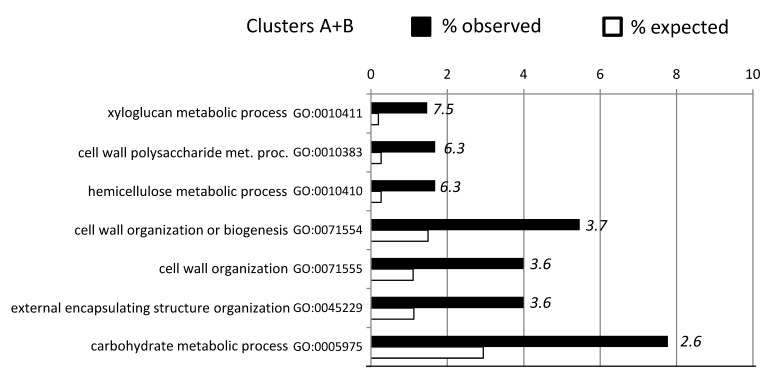
GO term enrichment analysis (*p* < 0.05 FDR corrected) for biological processes of genes in cluster A and B (see Figure S5). For each GO term, the expected (white bars) and the observed (black bars) percentage is presented. Numbers in italics indicate the fold enrichment. Only GO terms with more than 2-fold enrichment are shown.

**Figure 7:**
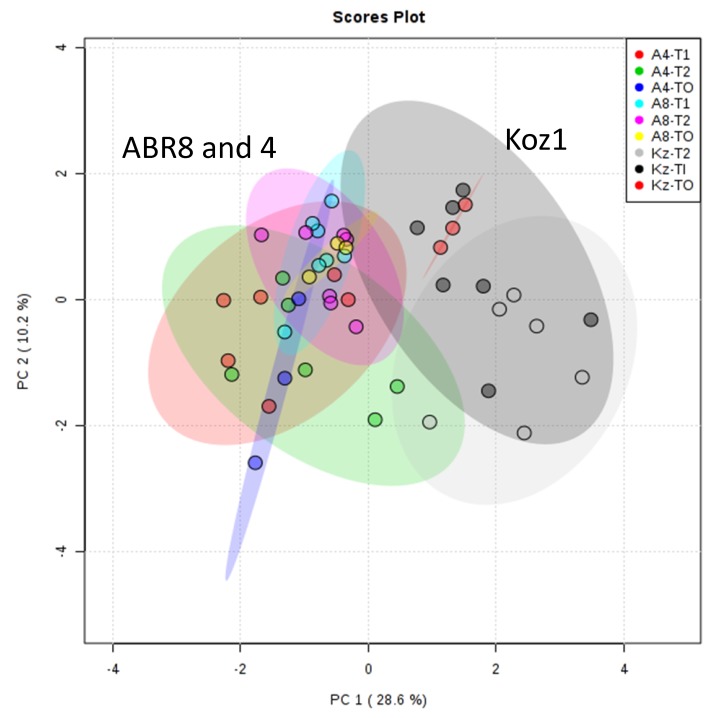
Principal Component Analysis (PCA) of metabolite profiles of the three Brachypodium genotypes (ABR4 [A4], ABR8 [A8] and KOZ1[KZ]) in response to drought stress after 4 days (T1) and 8 days (T2) of withholding water compared to well-watered controls (T0).

**Figure 8:**
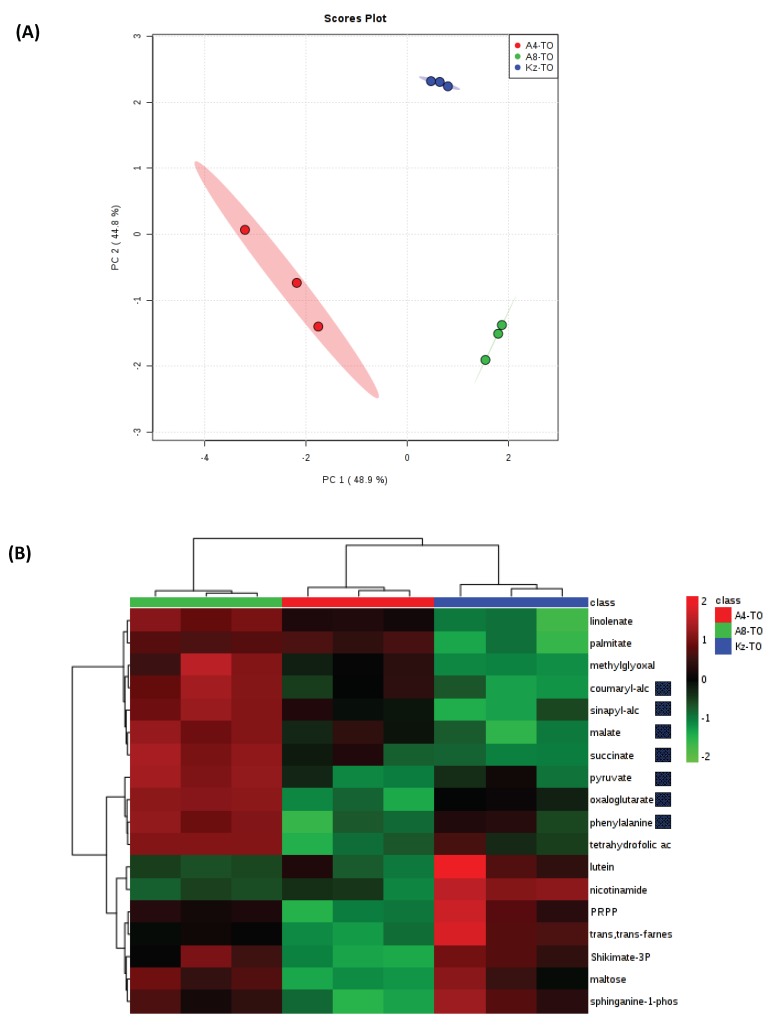
(**A**) Principal Component Analysis of metabolite profiles the three Brachypodium genotypes ABR8 [A8], ABR4 [A4] and KOZ1[KZ]) in well-watered controls (T0). (**B**) Also shown as heat maps are significantly significant metabolite changes (*p* < 0.05; FDR <0.05) for each accession. Metabolites highlighted in yellow are associated with bioenergetic metabolism and in orange, cell walls.

**Table 1:** Overview of genes associated with enriched GO-terms cluster A + B.

Gene Category	Count	Gene ID’s			
GH1	1	Bradi5g15527			
GH3	2	Bradi4g20197	Bradi5g23470		
GH10	1	Bradi1g12710			
GH13	1	Bradi5g00540			
GH16	4	Bradi3g52307	Bradi1g33840	Bradi1g27867	Bradi3g18590
GH17	3	Bradi2g60497	Bradi3g07385	Bradi3g33277	
GH18	1	Bradi2g55630			
GH19	1	Bradi1g29880			
GH28	2	Bradi2g18030	Bradi1g76890		
GH29	1	Bradi4g35500			
GH32	1	Bradi4g07847			
GH35	1	Bradi1g37450			
GT4	1	Bradi1g20890			
GT8	1	Bradi2g48710			
GT28	1	Bradi2g13780			
GT34	1	Bradi1g64560			
GT37	2	Bradi3g10230	Bradi3g58040		
GT65	1	Bradi1g43560			
GT77	1	Bradi1g76460			
peroxidase	6	Bradi2g20850	Bradi4g05980	Bradi1g59550	Bradi2g11320
		Bradi2g04490	Bradi2g37000		
PME	2	Bradi2g11860	Bradi5g23550		
expansin	2	Bradi2g53580	Bradi2g22290		
Others	13	Bradi3g16307	Bradi1g20270	Bradi4g05860	Bradi1g61630
		Bradi3g04460	Bradi3g16927	Bradi4g34430	Bradi4g18170
		Bradi3g53830	Bradi5g12260	Bradi3g50810	Bradi2g45320
		Bradi4g44860			

Abbreviations: GH, glycoside hydrolase; GT, glycosyl transferase; PME, pectin methylesterase.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/7/1758/s1.

# Supplementary material for: Transcriptional and Metabolomic Analyses Indicate that Cell Wall Properties are Associated with Drought Tolerance in Brachypodium distachyon
**Source:** Int J Mol Sci. 2019 Apr 10;20(7):1758. doi: 10.3390/ijms20071758
**Supplement:** Supplementary file 1

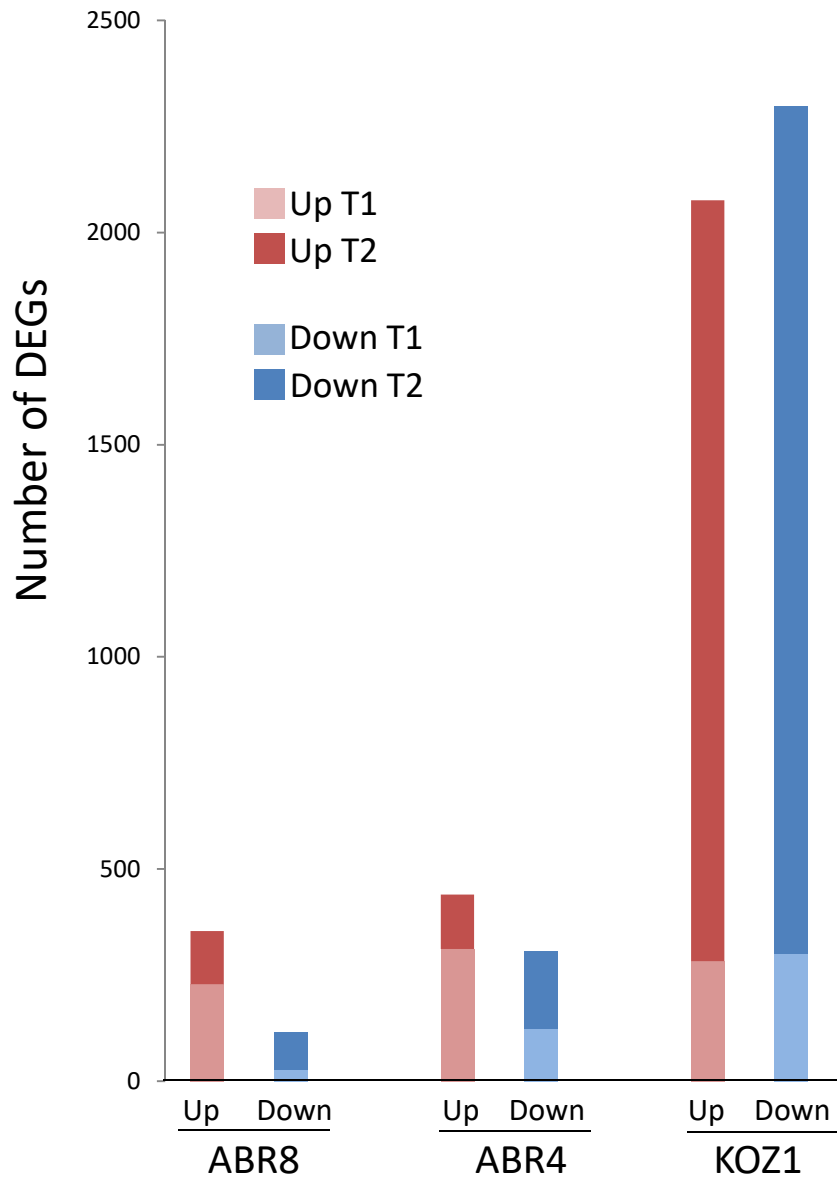

**Figure S1.** Bar graph depicting the number of differentially expressed genes (DEGs) in the three *Brachypodium distachyon* genotypes (ABR4, ABR8 and KOZ1) in response to drought stress after 4 days (T1) and 8 days (T2) of withholding water. For each time point the number of genes with > 2-fold change in expression is shown.

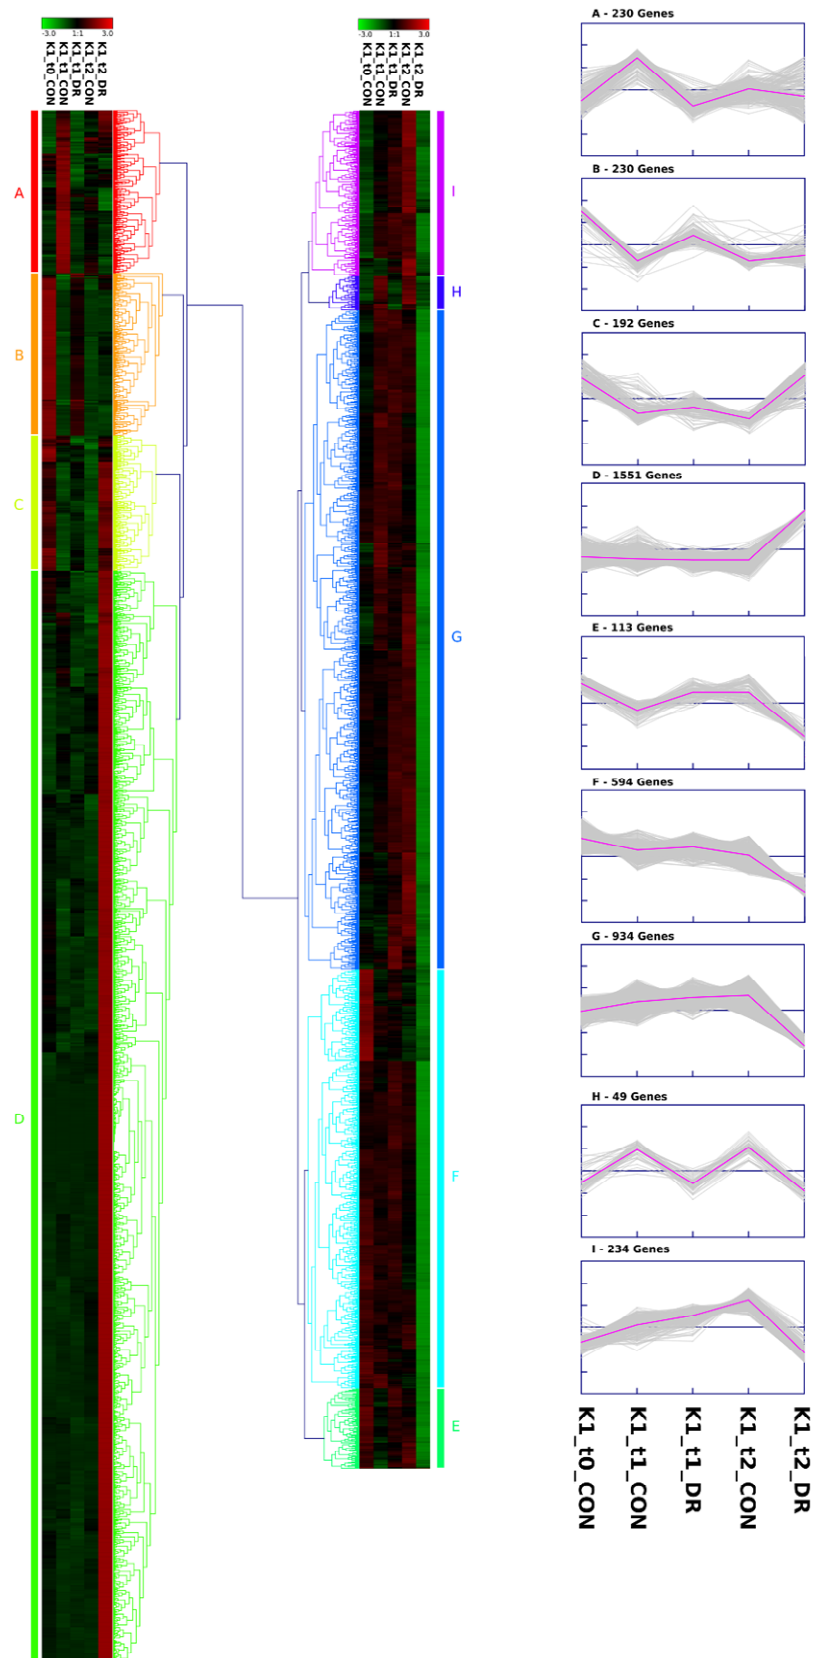

**Figure S2.** Heat map and cluster results for genes >2 fold differentially expressed between controlled and treated conditions for KOZ1 (4127 genes) at either T1 or T2. Heat map and clustering was created using complete-linkage hierarchical clustering with the Genesis program (Sturn et al., 2002).

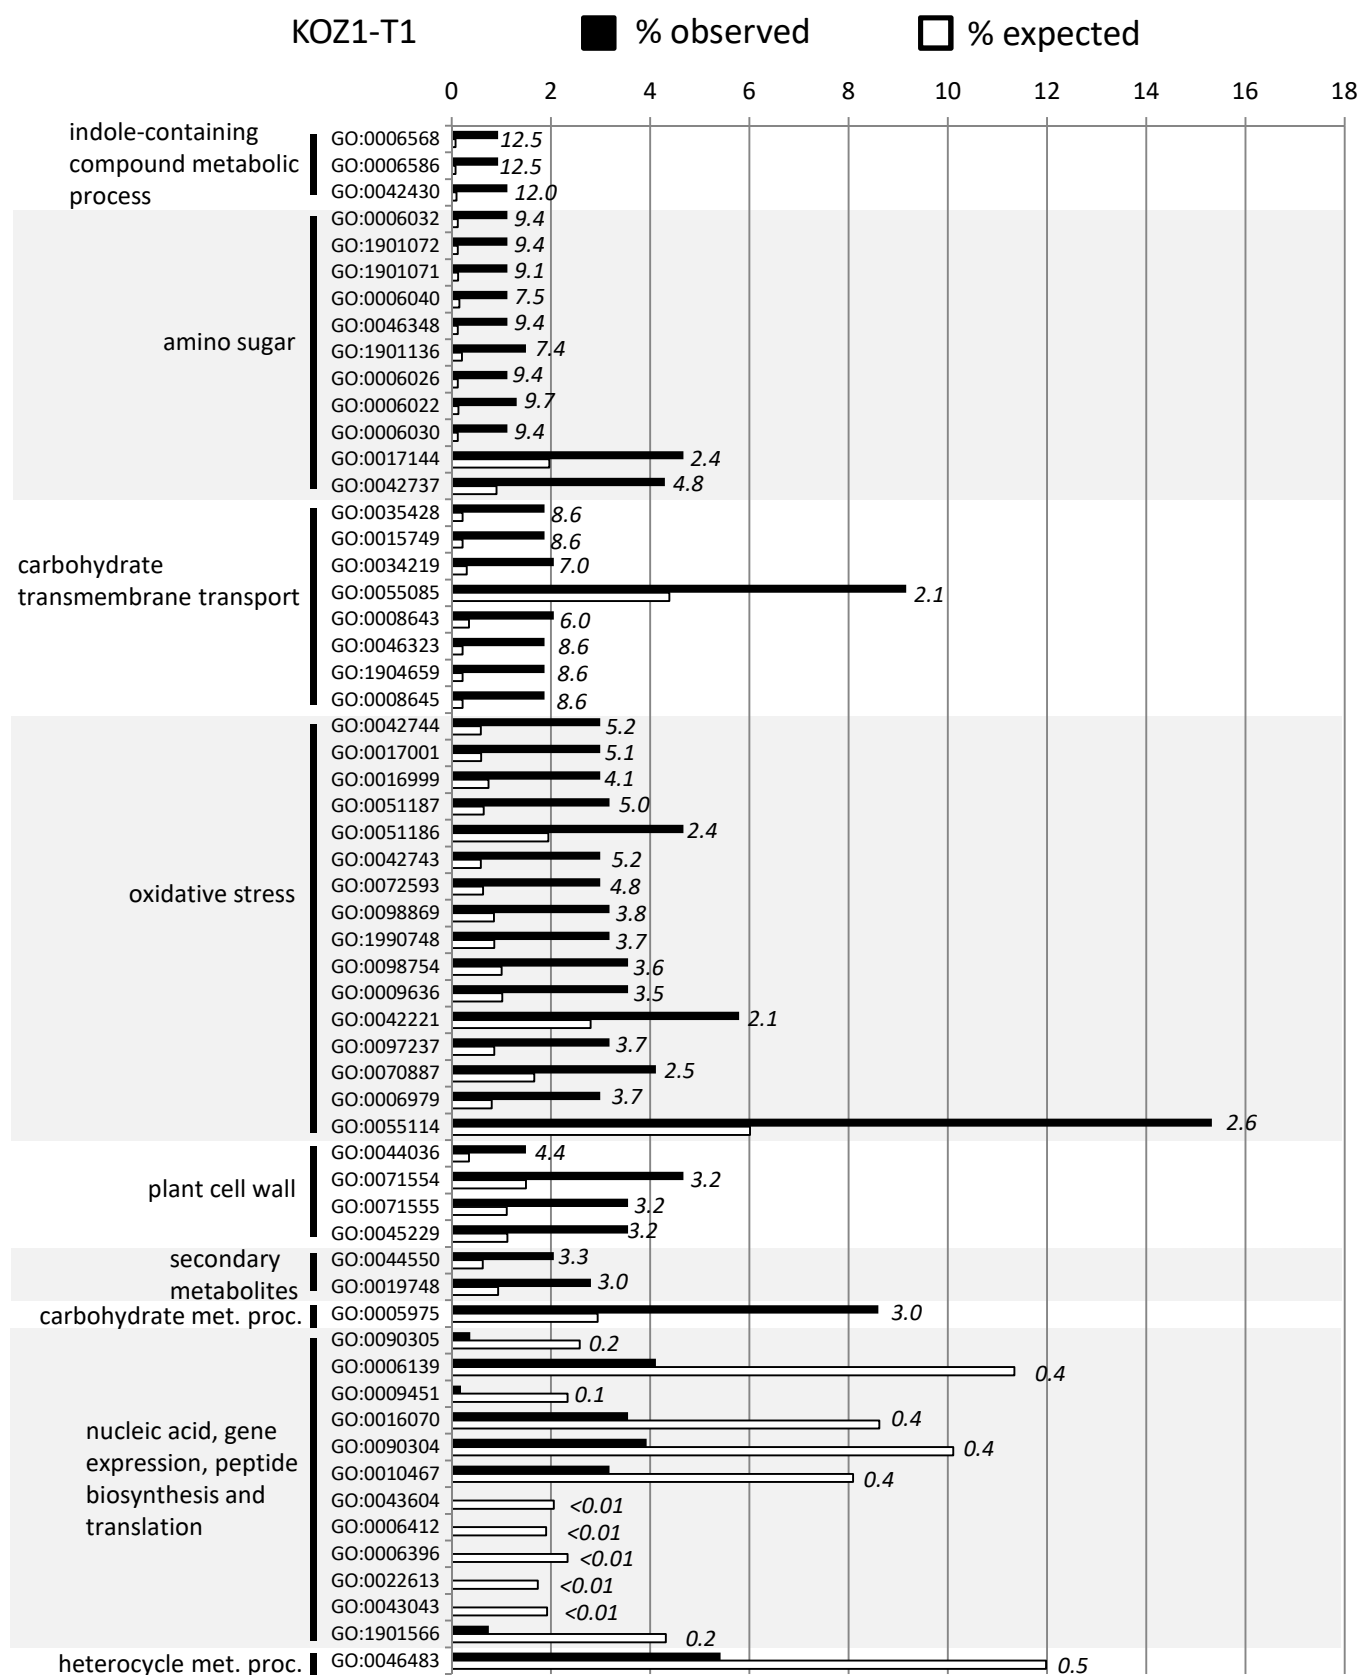

**Figure S3.** GO term enrichment analysis ( $p < 0.05$  FDR corrected) for biological processes of genes  $>2$  fold up or down-regulated in KOZ1-T1. For each GO term, the expected (white bars) and the observed (black bars) percentage is presented. Numbers in italics indicate the fold enrichment. Only GO-terms with more than 2-fold enrichment or depletion are shown.

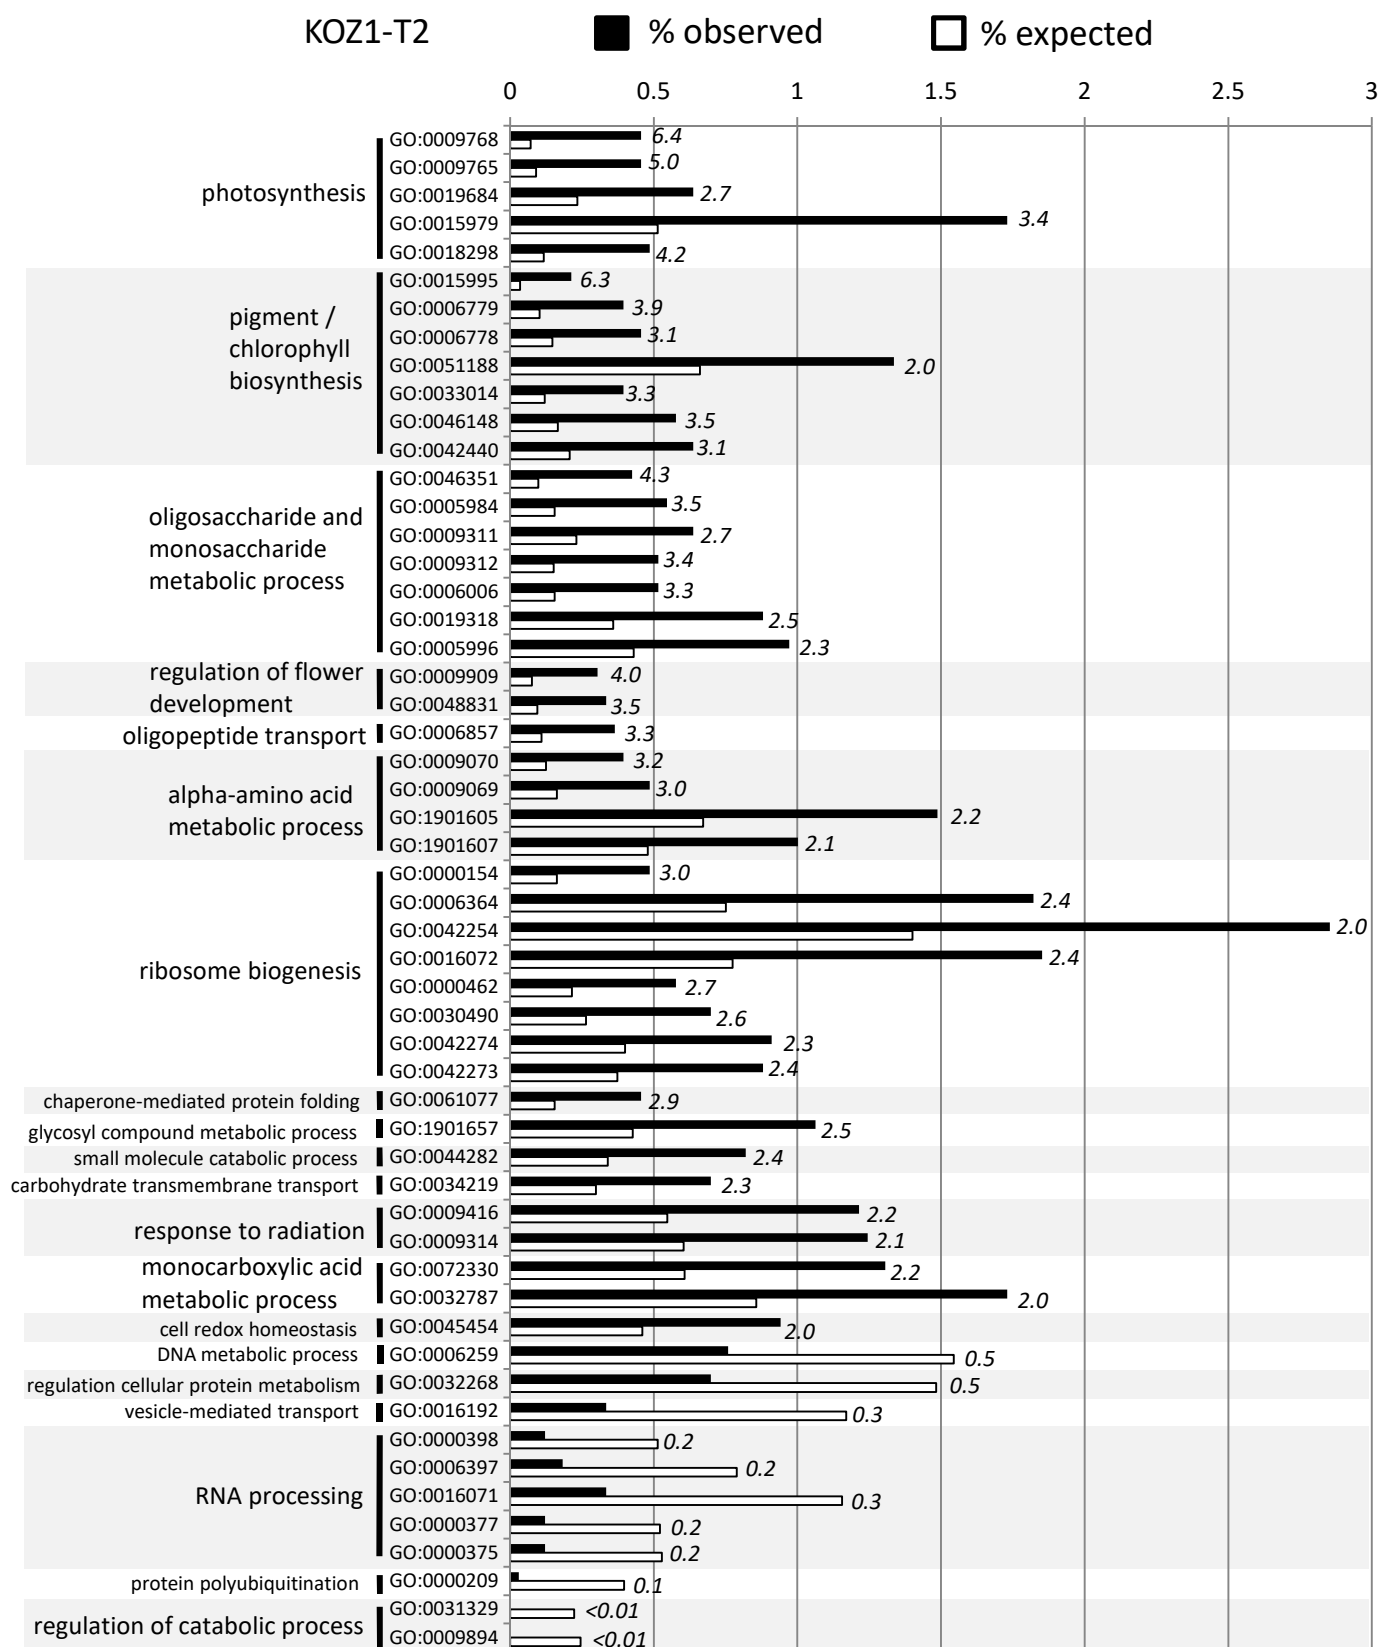

**Figure S4.** GO term enrichment analysis ( $p < 0.05$  FDR corrected) for biological processes of genes  $>2$  fold up or down-regulated in KOZ1-T2. For each GO term, the expected (white bars) and the observed (black bars) percentage is presented. Numbers in italics indicate the fold enrichment. Only GO-terms with more than 2-fold enrichment or depletion are shown.

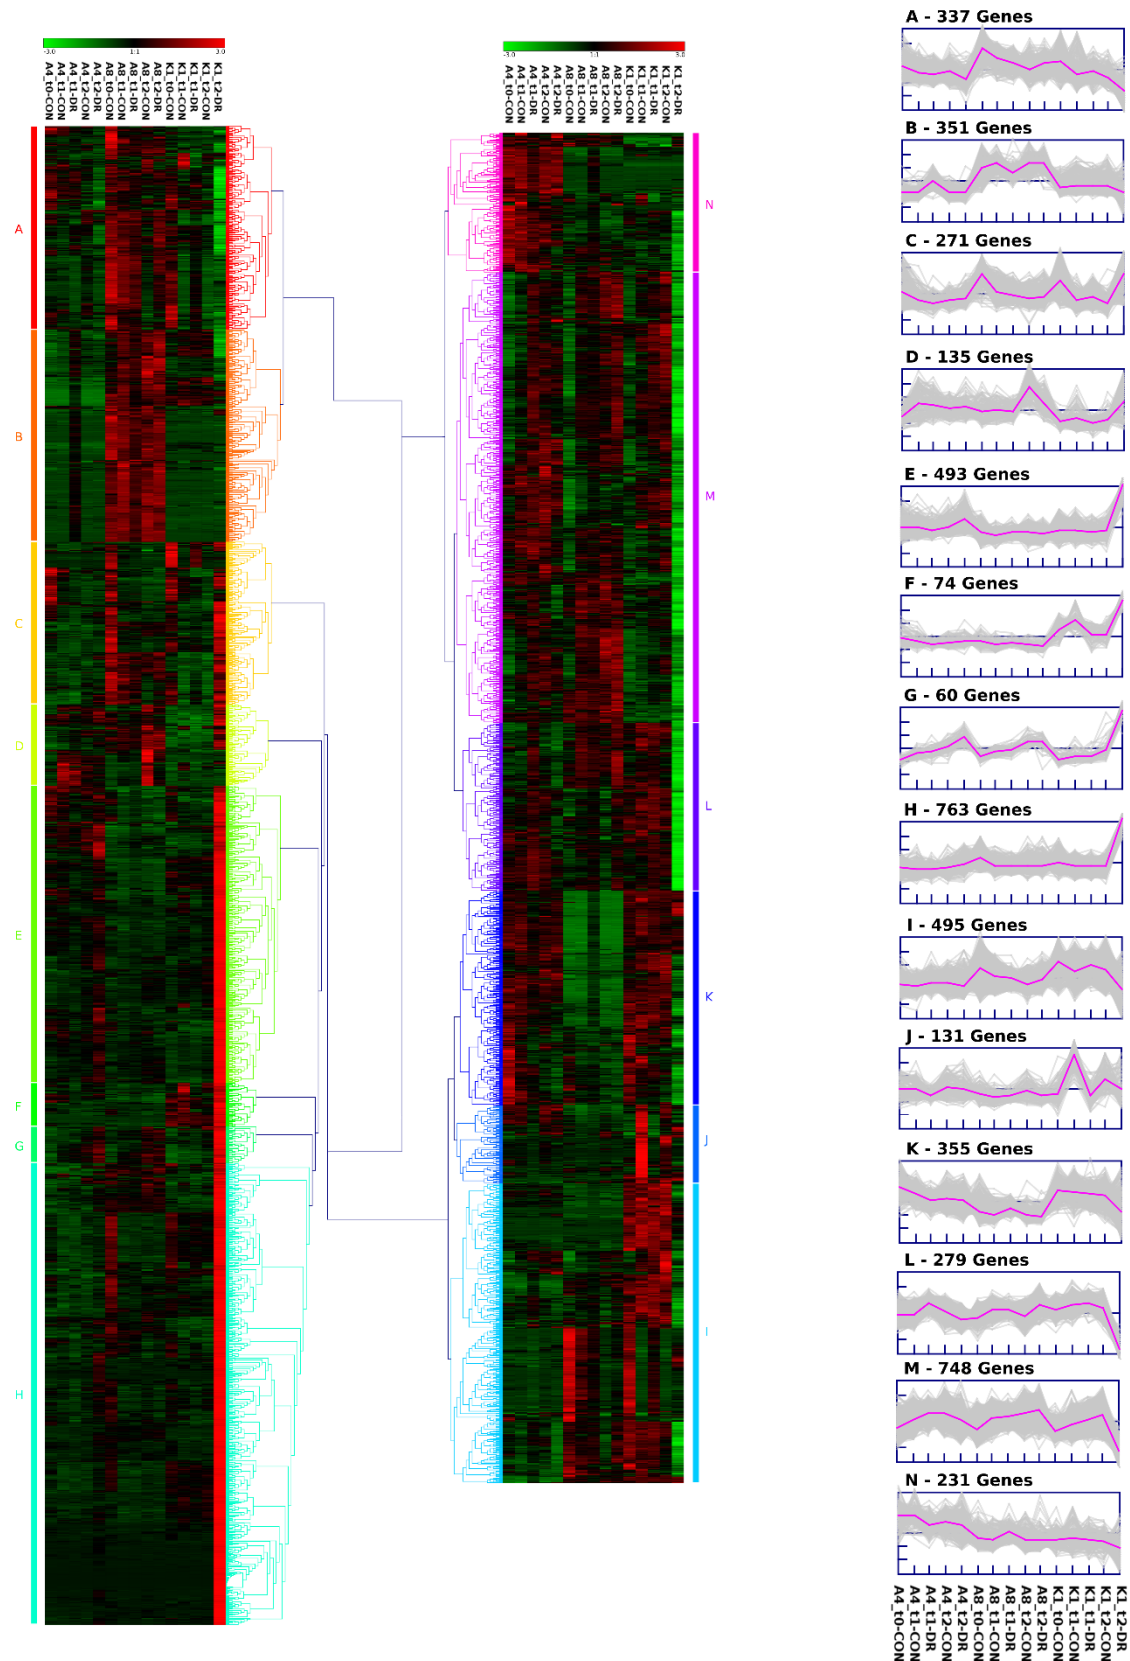

**Figure S5.** Heat map and cluster results for all of the genes >2 fold differentially expressed between controlled and treated conditions in the drought experiment (total 4723 genes). Heat map and clustering created using complete-linkage hierarchical clustering with the Genesis program (Sturn et al., 2002).

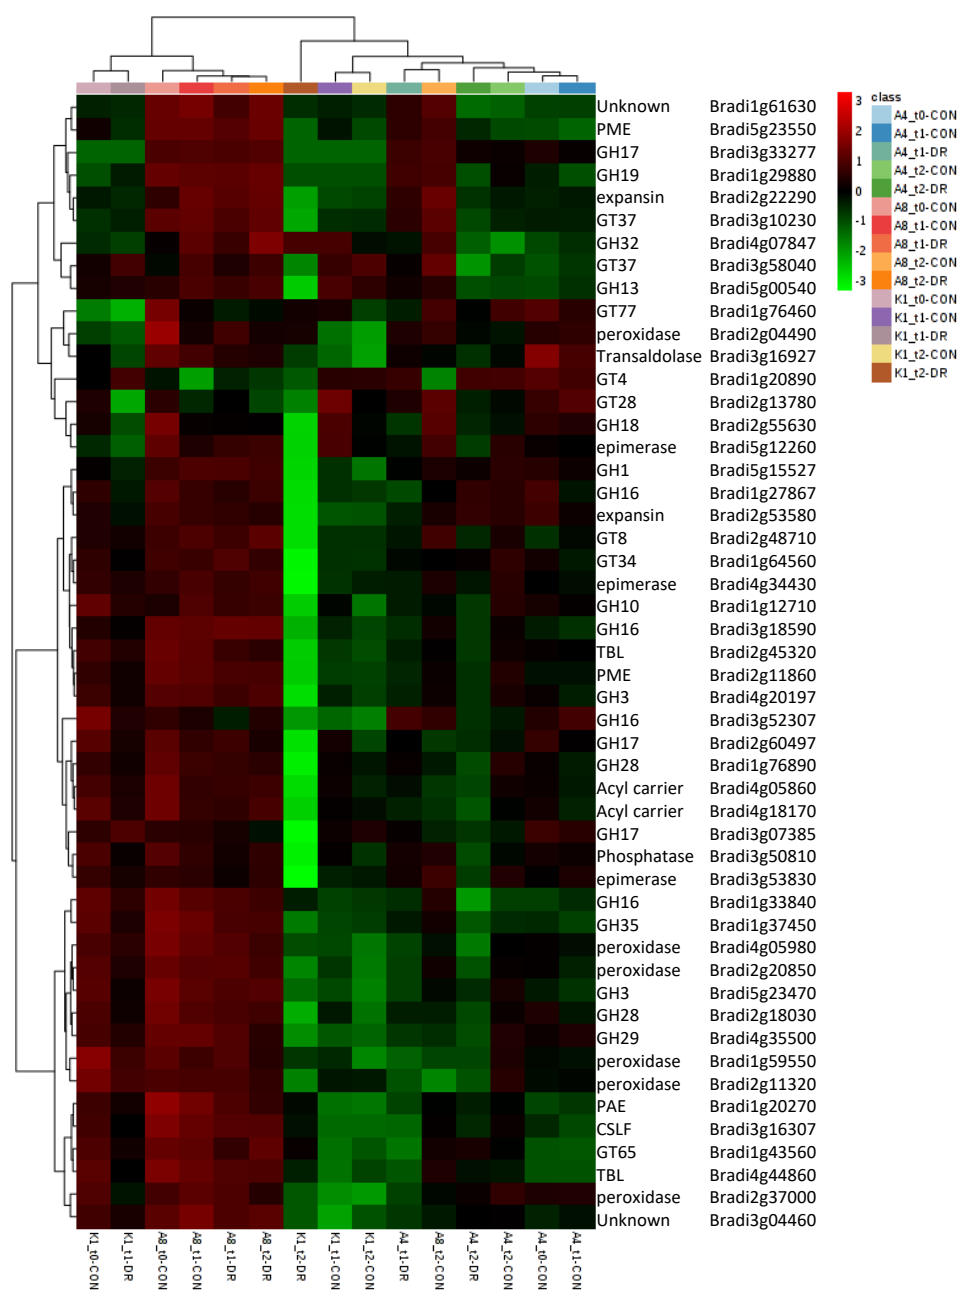

**Figure S6.** Dendrogram and heat map of the expression levels for 50 genes associated with clusters A+B of the hierarchical cluster analyses for all the genes showing >2-fold differential expression across the samples (see Table S6 for a more detailed description). Abbreviations: A4, ABR4; A8, ABR8; K1, KOZ1; CON, control; DR, drought; GH, glycoside hydrolase; GT, glycosyl transferase; PME, pectin methylesterase; PAE, pectin acetylerase; TBL, trichome birefringence-like, CSLF, cellulose synthase-like F.

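The 50 genes of Table S6 had a median FPKM in ABR8 of 11.5 at T0, 10.1 and 9.04 in the T1 control and drought groups, and 5.87 and 8.57 in those of T2. In ABR4 the medians were 5.27, 4.59, 3.83, 5.49 and 3.29, and in KOZ1 8.50, 2.81, 4.44, 2.20 and 1.56. An ABR8 group was the highest of the 15 for 42 of the genes, and KOZ1 T2 drought was the lowest for 28. Under drought at T2 in KOZ1, 26 of the 50 genes were at least 2-fold lower and 4 at least 2-fold higher, and 11 were called, all of them lower. With FPKM scaled to the same sum in each group, 19 were at least 2-fold lower and 12 at least 2-fold higher, with 4 and 5 called.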

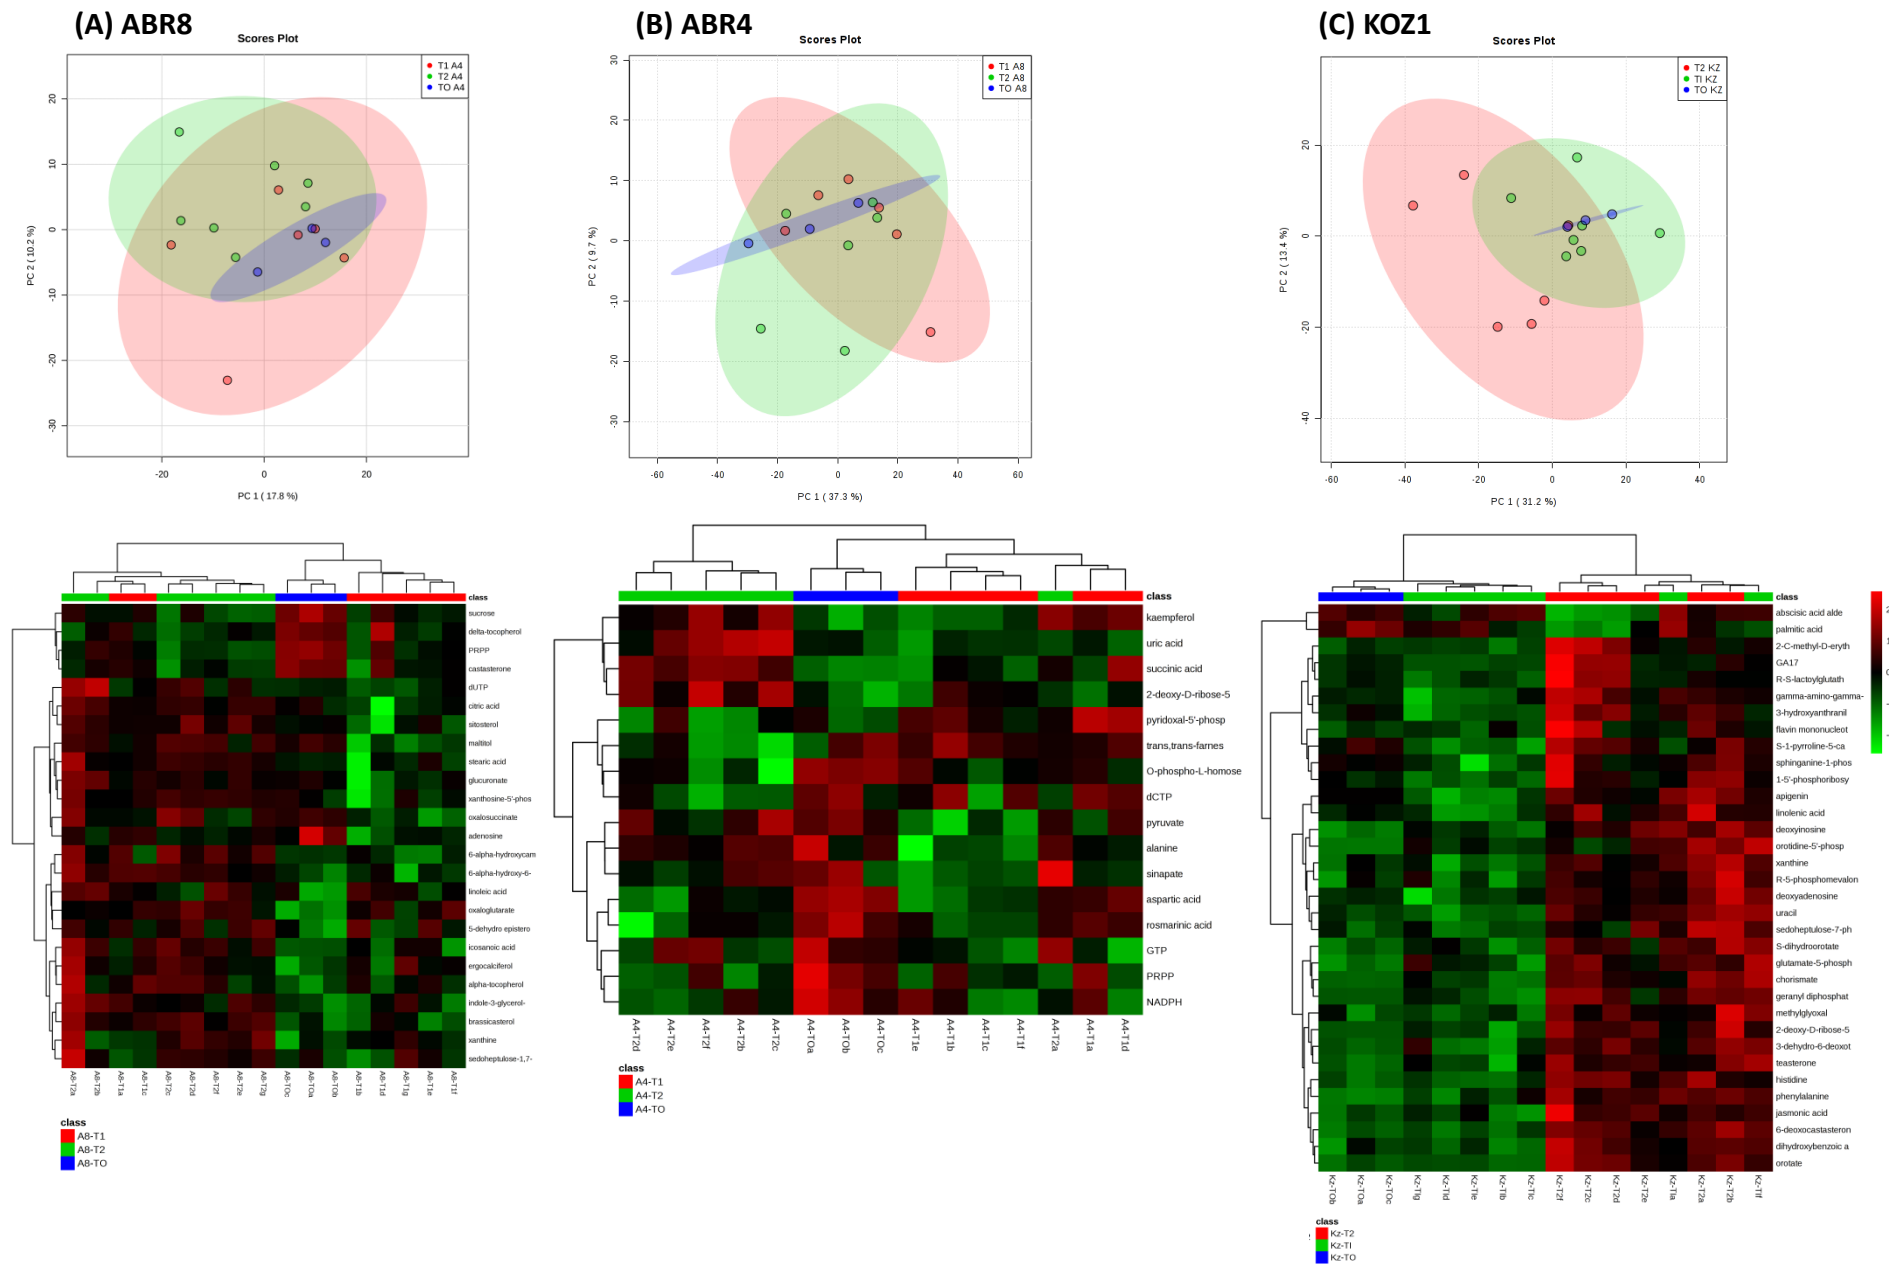

**Figure S7.** Principal Component Analysis of metabolite profiles in the three *Brachypodium distachyon* genotypes **(A)** ABR8 [A8], **(B)** ABR4 [A4] and **(C)** KOZ1[KZ]) in response to drought stress after 4 days (T1) and 8 days (T2) of with-holding water compared to well-watered controls (T0). Also shown as heat maps are significant metabolite changes (P<0.05; FDR <0.05) for each genotype .

### (A) ABR8

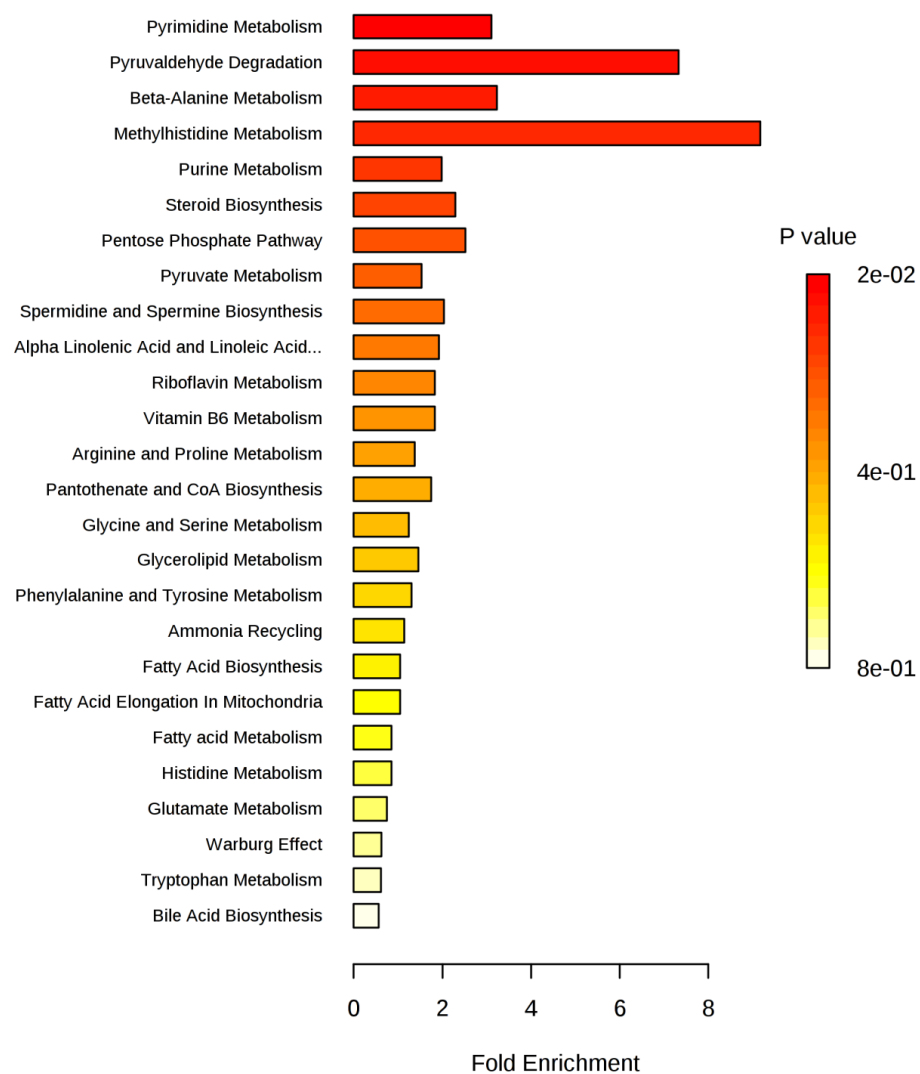

| Pathway                                           | Hits | P value | Holm P | FDR |
|---------------------------------------------------|------|---------|--------|-----|
| Purine Metabolism                                 | 4/74 | 0.0502  | 1      | 1   |
| Starch and Sucrose Metabolism                     | 2/31 | 0.12    | 1      | 1   |
| Glutamate Metabolism                              | 2/49 | 0.248   | 1      | 1   |
| Alpha Linolenic Acid and Linoleic Acid Metabolism | 1/19 | 0.315   | 1      | 1   |

**Figure S8.** Enriched pathways in the three *Brachypodium distachyon* genotypes **(A)** ABR8 [A8], **(B)** ABR4 [A4] and **(C)** KOZ1[KZ] in response to drought stress. Tables with significance levels for each genotype are provided for each pathway.

(B) ABR4

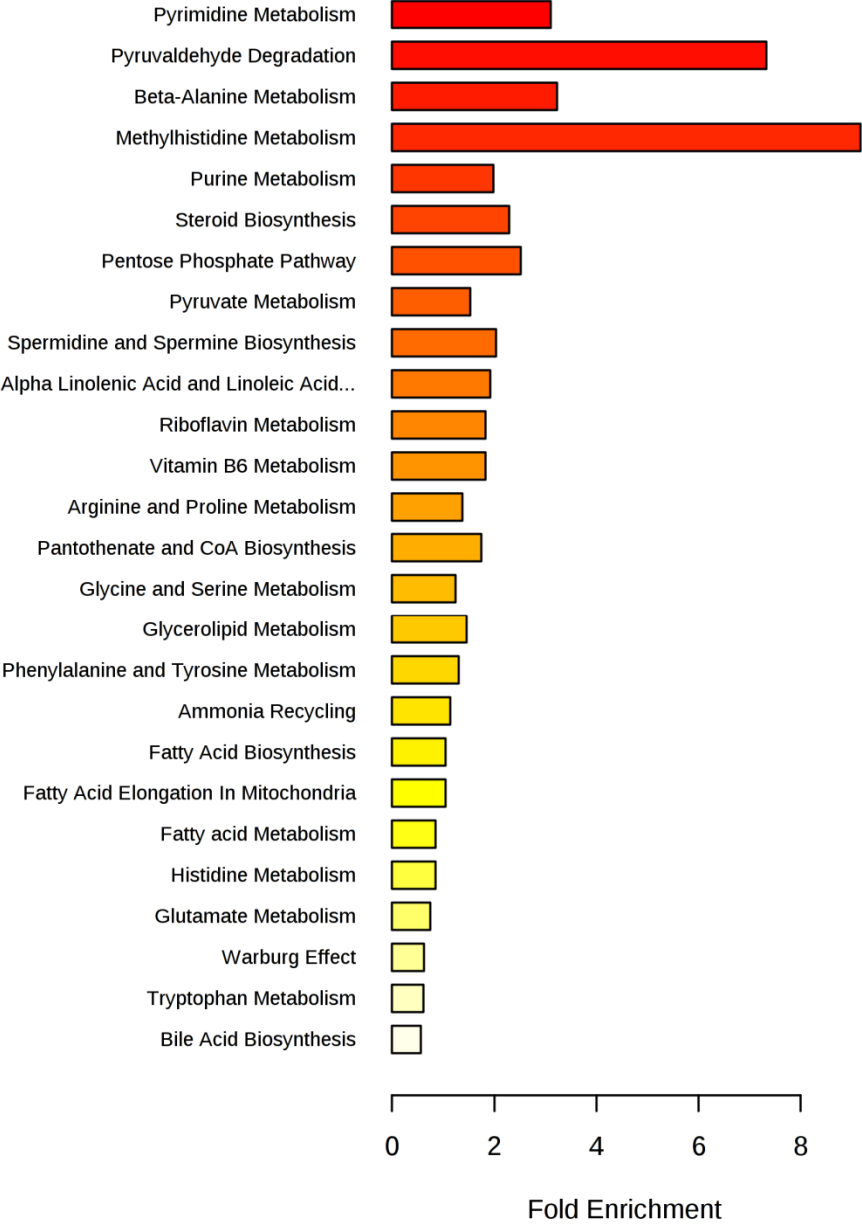

| Pathway                                     | Hits | P value  | Holm P   | FDR      |
|---------------------------------------------|------|----------|----------|----------|
| Glutamate Metabolism                        | 7/49 | 3.07E-06 | 3.01E-04 | 3.01E-04 |
| Glucose-Alanine Cycle                       | 4/13 | 2.62E-05 | 0.00254  | 0.00129  |
| Urea Cycle                                  | 4/29 | 7.48E-04 | 0.0718   | 0.0244   |
| Alanine Metabolism                          | 3/17 | 0.00187  | 0.177    | 0.0457   |
| Purine Metabolism                           | 5/74 | 0.00401  | 0.377    | 0.0786   |
| Arginine and Proline Metabolism             | 4/53 | 0.00733  | 0.682    | 0.105    |
| Pentose Phosphate Pathway                   | 3/29 | 0.00893  | 0.822    | 0.105    |
| Malate-Aspartate Shuttle                    | 2/10 | 0.00958  | 0.872    | 0.105    |
| Citric Acid Cycle                           | 3/32 | 0.0118   | 1        | 0.105    |
| Beta-Alanine Metabolism                     | 3/34 | 0.0139   | 1        | 0.114    |
| Aspartate Metabolism                        | 3/35 | 0.0151   | 1        | 0.114    |
| Pyruvate Metabolism                         | 3/48 | 0.0352   | 1        | 0.247    |
| Glutathione Metabolism                      | 2/21 | 0.0404   | 1        | 0.254    |
| Transfer of Acetyl Groups into Mitochondria | 2/22 | 0.0441   | 1        | 0.254    |

(C) KOZ1

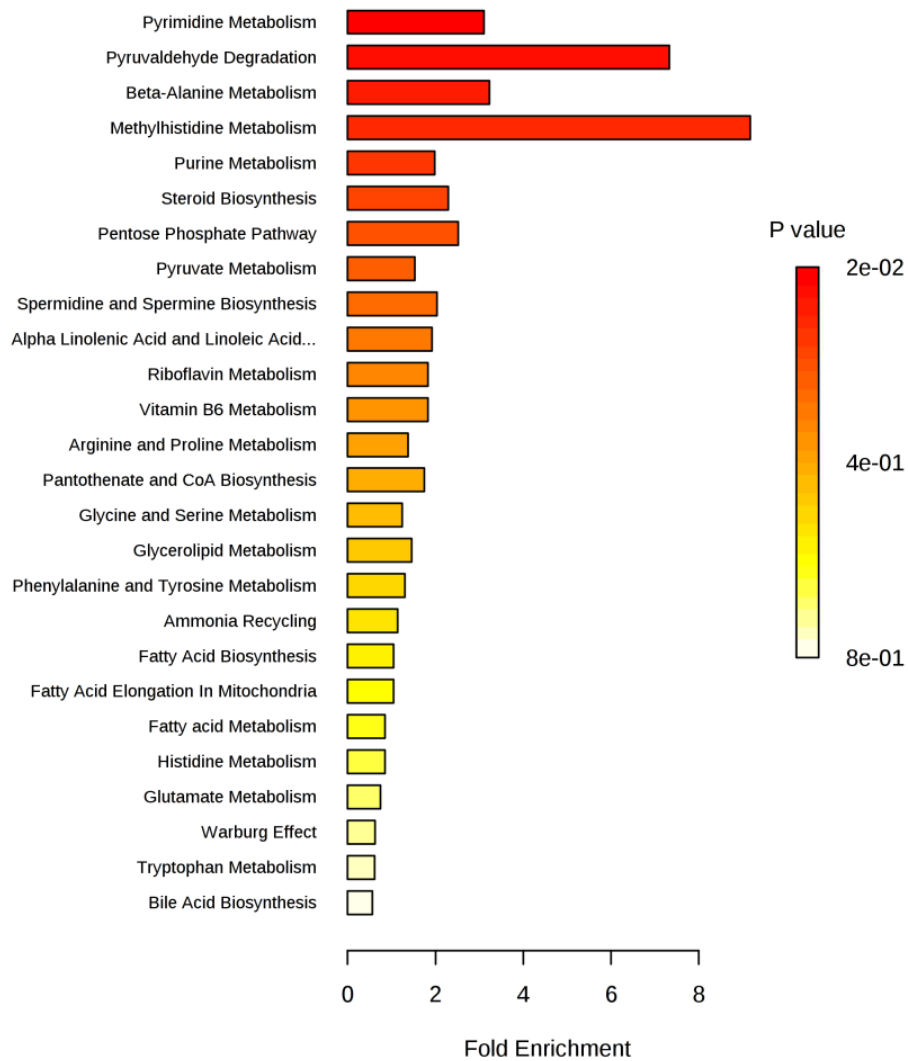

| Pathway          | Hits | P value | Holm P  | FDR      |
|------------------|------|---------|---------|----------|
| Brassinosteroids | 3/9  | 0.00101 | 0.08459 | 3.01E-04 |
| Pyrimidines      | 4/39 | 0.01337 | 1       | 0.00129  |
| Purines          | 4/55 | 0.04222 | 1       | 0.0244   |

How the deposited data were processed for this re-analysis (not part of the article)

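Leaf RNA of Brachypodium distachyon ABR4, ABR8 and KOZ1 was sequenced at T0, and at T1 and T2 with and without water, in 15 groups of 3 libraries. Groups were assigned from the sample names, Table S1 and the paper's text. Table S1 also gave the read pairs before and after mapping, with a mean coverage between 17.4 and 26.0 per library. The metabolite measurements were not analysed here.

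The authors trimmed the reads with trim galore 0.4.1, mapped them with TopHat 2.1.1 to the v3.0 assembly with the v3.1 annotation, and ran Cufflinks and Cuffdiff 2.2.1. The deposited values used here are FPKM per locus and group, pooled by the authors over the 3 libraries of a group. The authors also gave lower and upper 95% confidence limits and a status for each FPKM value. The limits carry the authors' model of the spread between libraries, and they set the precision of each comparison. Values of 0 are reported as listed at 0, and 4006 of the 33852 loci were at 0 in all groups. Coordinates are those of the authors' table, with the starts moved to counting from 1. Gene symbols were taken from Tables S3 to S6, which give a LOC symbol for 134 genes, and 131 of these symbols occur in the RefSeq gene table used. That table pairs 0 BRADI identifiers with symbols.

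The standard error of an FPKM value was the distance from the value to its upper limit divided by 1.96. Each pair of groups was compared by a z-test on the natural logarithm of FPKM, with the error carried over by the delta method, and on the difference in FPKM where a group was listed at 0. The p-values were adjusted by the Benjamini-Hochberg method within each comparison. A locus was called at an adjusted p of at most 0.05 and a change of at least 2-fold. Differences between the drought responses of a pair of genotypes or time points were tested by a z-test of the difference of the log changes with the same limits, over loci above 0 in the groups compared. Overlaps are given with Wilson 95% intervals and with the share expected by chance from the loci tested in both comparisons. Ratios between genotypes for lists of genes were ranked among 10000 random lists of the same size, each gene drawn from the 200 loci nearest in mean FPKM. The percentile describes these groups, and genes are not replicates. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 was used.

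The genes named in the text were set by a rule. It covers every gene the paper names by identifier in its text, Table 1, Table S3 and Table S5, and the called genes with the largest rise and the largest fall in each of the 6 comparisons among those with FPKM of at least 1 in both groups. Bradi26120 was read as Bradi1g26120 and Bradi1g3359 as Bradi1g33590. Bradi1g11860 was also read as Bradi2g11860. Not all of these genes are printed singly.

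The test was tried on simulated values for 24492 loci with the FPKM values and standard errors of the ABR4 T1 control. Of 200 genes changed 4-fold, 116 were called in the right direction, which is 58%. Among the 73 of them with a standard error of at most 0.2 of their FPKM, 93.2% were called. Of the unchanged genes, 0 were called at the adjusted p and 256 changed at least 2-fold and passed the unadjusted p. A simulated mix with a share of 0.333 from ABR8 was recovered as 0.349 from 130 genes.

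The alternatives were an adjustment over all pairs of groups together, the unadjusted p, 95% confidence intervals that do not overlap, a test on the difference in FPKM, a change of at least 4-fold, a minimum FPKM of 1, pseudocounts of 1 and 0.1 in the fold change, and FPKM scaled to a common median. For lists of genes they were the T0 controls, the 3 control groups, the groups without T1 drought, a pseudocount, the scaling, and random lists drawn from the DEGs. These choices were made before the data were examined. FPKM scaled to the same sum in each group and the other locus of Bradi1g20890 were added after the data had been seen. The highest and lowest groups of the DEGs were also counted with a margin of at least 1.5-fold. The GO enrichments and the Genesis clusters were not repeated.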

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

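All tests in this part were chosen after the results were seen.

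The T1 drought responses of ABR4 and ABR8 differed for 22 genes at the adjusted p, and for 428 at the unadjusted p. In a computed mix of 2 parts of a genotype's own T1 control and 1 part of the other genotype's T1 control, 100% of the 22 genes differed at least 2-fold in the observed direction, as did 86.2% of the 428. Such mixes are a weak test on their own, since a mix can also match where no exchange is seen. For the 263 loci up-regulated in KOZ1 at T1 at the unadjusted p, 74.5% rose at least 2-fold in a mix of KOZ1 with ABR8 and 25.5% in a mix with ABR4. The difference between the ABR4 and ABR8 responses at T1 cannot be told apart from an exchange of 1 library between these groups.

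Between KOZ1 and ABR4 the T1 responses differed for 34 genes, and between KOZ1 and ABR8 for 68, with 388 and 485 at the unadjusted p. In the computed mix of ABR4 with ABR8, 6 of the 34 and 14 of the 68 genes changed at least 2-fold in the observed direction. Of the 14 and 38 genes with a higher change in ABR4 or ABR8, 8 and 24 did not. For the other 20 and 30 genes, with a higher change in KOZ1, the mix cannot pass, since it does not fall below a log2 change of -0.58, and it decides nothing. Scaling each group to the same median gave 34 and 62 genes, and to the same sum of FPKM 34 and 69, but both moved the responses by less than 0.1 on the log2 scale and decide nothing. The ratio of the highest to the lowest median of mapped pairs among the T1 and T2 groups was 1.08. For 78.4% of 501 genes called in KOZ1 at T1 at the unadjusted p, the T1 control lay farther from the T0 and T2 controls than T1 drought did. The KOZ1 T1 control differed from the T2 control at 24 loci and from the T0 control at 324, while T0 and T2 differed at 513. The 78.4% therefore does not single out the T1 control, and it was not computed on the 34 and 68 genes. A departure of the KOZ1 T1 control from the other controls remains open, and no biological explanation can be separated from it.

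At T2 the responses differed for 497 genes between ABR4 and KOZ1, 1094 between ABR8 and KOZ1, and 14 between ABR4 and ABR8. Scaled to the same median, the numbers were 487, 1101 and 14, but this scaling moved the responses by at most 0.037 on the log2 scale. Scaled to the same sum of FPKM, which moved them by 0.56, 0.83 and -0.27, the numbers were 644, 2104 and 12. The mapped pairs of the KOZ1 T2 groups were at most 1.08 times those of ABR4 or ABR8. The 10 highest loci held 11.5% of the FPKM in KOZ1 T2 drought and between 14.2% and 17.7% in the other groups. The summed FPKM of KOZ1 at T2 was 750890 in the control and 479128 under drought, and a lower level of abundant transcripts cannot be told apart from a change in many genes. A difference from ABR4 was found in each of these settings, and neither the mapped pairs nor the summed FPKM account for it. The number of genes and the direction of the KOZ1 response depend on the scaling, with 991 up-regulated and 1201 down-regulated loci as deposited and 3517 and 545 at the same sum. The ABR8 T2 control departs from the earlier ABR8 controls, which bears on the comparisons with ABR8 but not on that with ABR4. A biological difference between KOZ1 and ABR4 in the drought response at T2 remains a hypothesis. Its size and direction cannot be told apart from the scaling or from a lower level of abundant transcripts, and gene length and GC content were not tested.

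Within a genotype, the T1 and T2 responses differed for 3 genes in ABR4, 4 in ABR8 and 1101 in KOZ1, and for 264, 192 and 2732 at the unadjusted p. Of these, 2 of the 3 genes in ABR4 and 2 of the 4 in ABR8 changed at least 2-fold in the observed direction in the computed mix, numbers too small to separate the explanations. In KOZ1 the number was 1138 with each group scaled to the same median, a shift of -0.043 on the log2 scale, and 1826 at the same sum of FPKM, a shift of 0.76, so that its size cannot be told apart from the scaling.

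Loci without a BRADI identifier, which the paper does not discuss, were called 24 times in ABR4 at T1, 2 times at T2, 5 times in ABR8 at T1, 1 time at T2, 1 time in KOZ1 at T1 and 21 times at T2. They were 38.7% of the calls in ABR4 and 50% of those in ABR8 at T1, against 0.826% in KOZ1 at T1, while 3.00% of all loci lack an identifier. Of the 29 calls in ABR4 and ABR8 at T1, 28 (96.6%) had FPKM of at least 1 in the other genotype's T1 control and at most 0.1 in the own, which is consistent with an exchanged library. The 25 calls at T2 or in KOZ1 became 27 with each group scaled to the same median and 45 at the same sum of FPKM.

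Between the T0 and T2 controls, a comparison that the paper does not report, 325 genes were called in ABR4, 657 in ABR8 and 513 in KOZ1. In all 3 genotypes, 65 genes rose and 61 fell, and 3 genes rose in a genotype and fell in another. Scaled to the same median, the numbers were 324, 669 and 518, with shifts too small to decide. At the same sum of FPKM, with shifts of -0.11, -0.017 and -0.18 on the log2 scale, they were 321, 676 and 593, and the mapped pairs of the T0 and T2 controls differed by at most 1.03 times. The age of the plants may explain the shared part, but batches between time points were not tested and cannot be told apart from age.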

How the results depend on the processing

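Of 39 results on numbers of DEGs, shares, overlaps and lists of genes, each tried under the alternatives that apply to it, 240 combinations of result and alternative stayed the same, 81 moved, 3 became stronger and 2 became weaker. A number of loci was taken as the same within 1.5 times of its value, a share or overlap within its 95% interval, and a ratio of a list of genes with the same direction and the same side of the random lists. Only the 8 ratios have a direction that can reverse, and none did. The direction of the larger number of DEGs at T2 did turn. Of the loci called in ABR8 at T2, 40% were up-regulated, but 61.9% with the adjustment over all pairs of groups, 57.1% at the unadjusted p, 56.5% with intervals that do not overlap and 53.8% with FPKM of at least 1 in 1 of the groups. In ABR4 at T2 the share was 55.6%, but 42.0% at the unadjusted p and 33.3% with the test on the difference in FPKM. The cause was not tested for these changes or for those below, apart from the sign of Bradi2g44270. Scaling to a common median left all 39 results the same, but it moved a group by at most 0.041 on the log2 scale and so shows no stability. Both pseudocounts in the fold change left all 24 results they were tried on the same.

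At the unadjusted p, ABR4 had 352 up-regulated and 88 down-regulated loci at T1, 103 and 142 at T2, and 650 in all. ABR8 had 241 and 11 at T1, 97 and 73 at T2, and 412 in all, and KOZ1 had 263 and 291 at T1, 1623 and 1824 at T2, and 3787 in all. Together 4379 loci were called. The share of the KOZ1 DEGs at T2 was 91.0%. Of the loci down-regulated in ABR4 at T1, 31.8% were down-regulated in KOZ1 at T1, and of those down-regulated in ABR8 at T2, 24.7%.

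With the adjustment over all pairs of groups together, ABR4 had 93 up-regulated and 14 down-regulated loci at T1, 30 and 26 at T2, and 157 in all. ABR8 had 43 and 2 at T1, 26 and 16 at T2, and 85 in all. The share of the KOZ1 DEGs at T2 was 93.3%.

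With 95% confidence intervals that do not overlap, ABR4 had 260 up-regulated and 32 down-regulated loci at T1, 50 and 45 at T2, and 371 in all. ABR8 had 186 and 6 at T1, 39 and 30 at T2, and 256 in all. KOZ1 had 144 and 190 at T1, and the share at T2 was 90.8%. Of the loci down-regulated in ABR8 at T2, 30.0% were down-regulated in KOZ1 at T1. T1 drought was the highest group for 258 loci in ABR4 and 190 in ABR8, and T2 drought for 53 and 12. The ABR8 T2 control was the highest group for 23 loci and the lowest for 55.

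With the test on the difference in FPKM, ABR4 had 29 up-regulated and 3 down-regulated loci at T1, 1 and 2 at T2, and 34 in all. ABR8 had 5 up-regulated loci at T1 and 1 at T2, and 10 DEGs in all. KOZ1 had 10 and 45 at T1, and the share at T2 was 97.8%. The overlaps with KOZ1 at T1 were 33.3% for the loci down-regulated in ABR4 at T1 and 25.0% for those down-regulated in ABR8 at T2. The overlap of ABR4 and KOZ1 up-regulated at T2 was 0%, from the 1 locus of ABR4, and that of ABR8 up-regulated with ABR4 down-regulated at T2 was 100%, from 1 locus of ABR8.

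With a change of at least 4-fold, ABR4 had 4 down-regulated loci at T2, KOZ1 had 506 up-regulated and 525 down-regulated loci at T2 and 1112 in all, and 1167 loci were called in any genotype. The share of KOZ1 at T2 was 92.7%. Of the loci up-regulated in ABR4 at T2, 100% were up-regulated in KOZ1, and of those down-regulated, 25%. With FPKM of at least 1 in 1 of the groups, ABR8 had 7 up-regulated loci at T2. Of the calls in ABR4 at T2, 55.6% were up-regulated, and 50.0% with FPKM scaled to a common median.

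With FPKM scaled to the same sum in each group, an alternative chosen after seeing the data, KOZ1 had 3517 up-regulated and 545 down-regulated loci at T2, so that 86.6% were up-regulated against 45.2% in the values as deposited. This scaling moved the median log2 change in KOZ1 at T2 by 0.65. KOZ1 had 4134 DEGs in all, 98.3% of them at T2, and T2 drought was the highest group for 3418. ABR8 had 4 up-regulated and 10 down-regulated loci at T2, or 28.6% against 40% up-regulated, and 4185 loci were called in any genotype. The other 32 results stayed within the limits given above, which are wide for the overlaps: that of ABR8 down-regulated at T2 with KOZ1 down-regulated at T1 went from 83.3% to 50%, and that of ABR4 down-regulated at T1 with KOZ1 down-regulated at T2 from 44.4% to 33.3%.

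For the lists, the ratio of ABR8 to KOZ1 in the T0 controls alone was weaker for the peroxidases (log2 0.13) and for the XTH and xylan genes (0.32), and no longer stood apart from random lists. For the brassinosteroid genes the ratio of -1.90 over all groups, at the 3.03rd percentile, did not stand apart from random lists. Nor did it with random lists drawn from the DEGs (15.85th percentile), with the pseudocount (-1.01, 3.37th), scaled to the median (-1.94, 2.93rd) or scaled to the sum (-1.84, 3.43rd). It stood apart at -2.37 in the T0 controls, -2.49 in the 3 control groups and -2.54 without T1 drought. The genes of Table S6 were chosen by the paper from clusters higher in ABR8, so that their percentile shows no stability. The brassinosteroid genes were chosen by the paper for a change in ABR8 at T1, so that their percentiles show no stability either. With the other locus of Bradi1g20890, an alternative chosen after seeing the data, the cell wall ratio was 1.00 against ABR4 and 1.02 against KOZ1.

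For 34 changes of named genes, 316 combinations stayed the same, 18 became stronger, 16 of them at the unadjusted p and 2 with intervals that do not overlap, and 5 became weaker with the test on the difference in FPKM. The T1 change of Bradi2g44270 in ABR4 went from a log2 change of 0.041 to -0.060 with FPKM scaled to the same sum, which moved each locus in this comparison by -0.10, so that the change of sign comes from the scaling alone.

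No paired analysis was possible because the values are pooled over the 3 libraries of a group. For the same reason the alternatives that need single libraries were not run: the replicate block, leaving out each replicate, a pseudocount of 0.1 on the log scale and no filter on low values. Other splits of the samples were not tried either. In the simulation 58% of genes changed 4-fold were called, and 93.2% of those with a standard error of at most 0.2 of their FPKM, so that genes with larger errors can be missed.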

Differences from the paper's values

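Of 32 values of the paper set beside those computed here, 21 differed by more than 1.5 times. In the paper 4723 transcripts were DEGs, against 2333 here, with 486 and 20 in ABR8, 709 and 76 in ABR4, 4225 and 2277 in KOZ1, and 3789 and 2192 in KOZ1 at T2. The unadjusted p, among the alternatives set before the data were examined, gave values within 1.5 times of the paper's, with 4379, 412, 650, 3787 and 3447. None of the other alternatives set before the data were examined closed these gaps. FPKM scaled to the same sum, which was chosen after seeing the values, gave 4185 DEGs in any genotype, 4134 in KOZ1 and 4062 in KOZ1 at T2, within 1.5 times of the paper's.

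For the loci down-regulated in ABR4 at T1, the paper's overlaps are 31% with KOZ1 at T1 and 26% with KOZ1 at T2, against 66.7% and 44.4% here. Both gaps were closed at the unadjusted p (31.8% and 27.3%), with intervals that do not overlap (37.5% and 34.4%) and with the test on the difference in FPKM (33.3% and 33.3%), and the second also with the adjustment over all pairs of groups together (35.7%) and with FPKM scaled to the same sum (33.3%), chosen after seeing the values. The paper's overlap of loci down-regulated in ABR8 at T2 with KOZ1 at T1 is 29%, against 83.3% here, and the gap was closed at the unadjusted p (24.7%), with intervals that do not overlap (30.0%) and with the test on the difference in FPKM (25.0%). The paper's overlap for the up-regulated loci is 42%, against 0% here and 38.1% at the unadjusted p, which alone closed the gap.

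Other values were read by eye from Figure 1 and Figure S1. For up-regulated loci at T1 the paper has about 310 in ABR4, about 230 in ABR8 and about 280 in KOZ1, against 53, 10 and 41 here. For down-regulated loci at T1 it has about 130, about 28 and about 300, against 9, 0 and 80. At T2 the paper has about 130, about 150 and about 1800 up-regulated loci, against 10, 4 and 991, and about 180, about 87 and about 2000 down-regulated loci, against 8, 6 and 1201. The unadjusted p closed these gaps except for ABR8 down-regulated at T1 (11) and ABR8 up-regulated at T2 (97), which no alternative closed. Intervals that do not overlap closed the gaps for ABR4 (260) and ABR8 (186) up-regulated at T1. The alternatives not named here closed none.

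The paper treats Bradi2g45810, Bradi2g12880, Bradi1g33590, Bradi1g69040, Bradi1g59680, Bradi2g11860, Bradi3g18590, Bradi1g29880, Bradi5g14430, Bradi1g72590, Bradi1g30870, Bradi2g52370, Bradi5g21250, Bradi5g25570, Bradi3g18070 and Bradi2g44270 as DEGs of ABR8, and none was called here at the adjusted p. All 16 were called at the unadjusted p, and Bradi5g21250 and Bradi2g44270 also with intervals that do not overlap. In the simulation, 256 unchanged genes changed at least 2-fold and passed the unadjusted p. In the data, 252 loci were called in ABR8 at T1 at the unadjusted p, 241 of them up-regulated and 11 down-regulated. At T2, 170 were called, 97 and 73. The simulation drew unchanged genes from the same values in both groups, so that it favours neither direction. It does not account for the excess of rises in ABR8 at T1, and it does not give the share of calls made by chance. A single call at the unadjusted p alone may still arise by chance. Bradi1g72950, Bradi1g26120, Bradi5g23550, Bradi3g23180 and Bradi3g60027, which the paper also treats as DEGs, were not called at the unadjusted p.

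The paper has the down-regulated DEGs of ABR4 rising from T1 to T2, and here there were 9 and 8, with 88 and 142 at the unadjusted p. The paper's text names Bradi1g11860, which was listed at 0 in all groups, where its tables have Bradi2g11860.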

Other observations

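The tests of the T1 drought groups for an exchanged library and of the ABR8 treatments at T2 were written before any FPKM value was seen, but after the mapping rates of Table S1, the recorded treatments and the paper's figures, which prompted them. The tolerances of the first were set after exploratory values had been seen. All other tests in this part were chosen after the results were seen.

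One hypothesis is that 1 of the 3 ABR4 T1 drought libraries and 1 of the 3 ABR8 T1 drought libraries were exchanged. Genes with FPKM of at least 5 in a genotype and at most 0.1 in the other were chosen without the T1 drought groups, and an exchange would put them near 0.33 of the donor's level. In ABR4 T1 drought, 125 genes private to ABR8 were at a median of 0.364 of the ABR8 level (quartiles 0.302 to 0.415), and in ABR8 T1 drought 87 genes private to ABR4 were at 0.379 (0.325 to 0.450). In their own T1 drought groups the genes were at 0.683 in ABR8 and 0.750 in ABR4, where 0.67 would follow. In the 8 other groups of ABR4 and ABR8, each tested with 88 to 129 genes chosen without it, the highest median was 0.0012. The 30 genes private to KOZ1 against both other genotypes were at a median of 0 in both T1 drought groups.

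The mapping rates prompted this hypothesis and are not independent evidence for it. Of the 6 libraries, 2 had a rate inside the other genotype's range and outside their own, and both were replicate 2. The largest shift from the genotype's other libraries was 2.68 percentage points in ABR4 and 2.74 in ABR8, and the middle shift was 0.222 and 0.318, so that an equal contamination of all 3 libraries goes against the values. Of the loci up-regulated at T1 at the unadjusted p, 87.5% in ABR4 and 95.9% in ABR8 rose at least 2-fold in the computed mix of the controls, against 9.90% and 7.38% of all loci tested, but a mix with KOZ1 gave 33.5% and 67.6%. ABR4 and ABR8 differed at 1117 loci at T0, 955 in the T1 controls, 668 and 843 in the T2 controls and T2 drought, and 78 at T1 drought. These values are consistent with the exchange. Values of single libraries, which would settle it, were not analysed here.

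After the share of the other genotype was taken out, as 2 times the own T1 drought value less the other's, 21 of the 26 loci up-regulated in ABR4 at T1 from a control above 0 and 3 of the 5 in ABR8 were still at least 2-fold higher than the control. The 27 and 5 loci listed at 0 in the control were left out, since any remainder would count there. A small remainder also counts where the control is low, so that these numbers do not show a rise beyond an exchange. All 9 loci down-regulated in ABR4 at T1 were still at least 2-fold lower, and 68 of 88 at the unadjusted p. In ABR8, with 0 down-regulated loci at the adjusted p, it was 6 of 11 at the unadjusted p. The mix does not fall below a log2 change of -0.58, so that an exchange alone does not give the 9 falls called. Of the 7 genes of Table S3, 5 changed at least 2-fold in the observed direction in the computed mix of ABR8 with ABR4, where only the 6 that rose could. The changes of Bradi1g33590 and Bradi2g12880 in the mix were -0.22 and -0.34 on the log2 scale. After the share of ABR4 was taken out, 4 of the 7 were still at least 2-fold changed in the observed direction, among them Bradi2g45810 (1.89) and Bradi1g59680 (1.43) of the 5 genes matched by the mix. Bradi1g72950 was at 0.45, Bradi1g26120 at -1.43, and Bradi1g69040 was left at 0 FPKM. The error of these values was not computed.

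KOZ1 T0 replicate 2 had the lowest mapping rate of the KOZ1 libraries, at 93.2%. The 48 genes private to ABR4 and 130 private to ABR8 that were chosen without the KOZ1 T0 control were at a median of 0 there, which goes against a library of these genotypes in that group. No biological explanation was tested.

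A further hypothesis is that the control and drought plants of ABR8 at T2 were exchanged, as the recorded treatments of the ABR8 samples at T1 and T2 would have it. Over genes called at T2 at the unadjusted p, the Spearman correlation across genes of the ABR8 T2 change was -0.17 with ABR4 and -0.11 with KOZ1. The departure of the ABR8 T2 control from the earlier ABR8 controls had correlations of 0.35 with the ABR4 change and -0.15 with the KOZ1 change, and that of ABR8 T2 drought 0.35 and -0.27. With the KOZ1 T1 change, the ABR8 T2 change had a correlation of 0.71 over 498 genes, which on its own would go with the paper's assignment. The departures of the ABR8 T2 control and of ABR8 T2 drought had correlations of -0.77 and -0.62 with the KOZ1 T1 change. Neither ABR8 group thus moved along the KOZ1 T1 change. The ABR8 T2 control lay farther than T2 drought from the earlier controls for 86.0% of 164 genes, which would go with an exchange. Genes are not independent replicates, and these values together do not decide between the assignments.

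The T2 change of ABR8 ran along the T1 change of KOZ1, with a Spearman correlation of 0.71 across 498 genes called in KOZ1 at T1 at the unadjusted p, and 85.3% of them in the same direction. For the T2 change of ABR4 it was -0.21. In both comparisons the control lay farther than the drought group from the mean of the genotype's other controls. The KOZ1 T1 control lay farther from the T0 and T2 controls for 78.4% of 501 genes, and the ABR8 T2 control lay farther from the T0 and T1 controls for 86.0% of 164 genes. In KOZ1, 513 loci were called between the T0 and T2 controls, 324 between T0 and T1, and 24 between T1 and T2. The 78.4% therefore does not single out the KOZ1 T1 control. In ABR8 the numbers were 657, 69 and 72. A state shared by these control groups may still underlie the overlap, and a delayed drought response cannot be told apart from it.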
